# Risk of spontaneous preterm birth and fetal growth associates with fetal *SLIT2*

**DOI:** 10.1371/journal.pgen.1008107

**Published:** 2019-06-13

**Authors:** Heli Tiensuu, Antti M. Haapalainen, Minna K. Karjalainen, Anu Pasanen, Johanna M. Huusko, Riitta Marttila, Marja Ojaniemi, Louis J. Muglia, Mikko Hallman, Mika Rämet

## Abstract

Spontaneous preterm birth (SPTB) is the leading cause of neonatal death and morbidity worldwide. Both maternal and fetal genetic factors likely contribute to SPTB. We performed a genome-wide association study (GWAS) on a population of Finnish origin that included 247 infants with SPTB (gestational age [GA] < 36 weeks) and 419 term controls (GA 38–41 weeks). The strongest signal came within the gene encoding slit guidance ligand 2 (*SLIT2*; rs116461311, minor allele frequency 0.05, *p* = 1.6×10^−6^). Pathway analysis revealed the top-ranking pathway was axon guidance, which includes *SLIT2*. In 172 very preterm-born infants (GA <32 weeks), rs116461311 was clearly overrepresented (odds ratio 4.06, *p* = 1.55×10^−7^). *SLIT2* variants were associated with SPTB in another European population that comprised 260 very preterm infants and 9,630 controls. To gain functional insight, we used immunohistochemistry to visualize SLIT2 and its receptor ROBO1 in placentas from spontaneous preterm and term births. Both SLIT2 and ROBO1 were located in villous and decidual trophoblasts of embryonic origin. Based on qRT-PCR, the mRNA levels of *SLIT2* and *ROBO1* were higher in the basal plate of SPTB placentas compared to those from term or elective preterm deliveries. In addition, in spontaneous term and preterm births, placental *SLIT2* expression was correlated with variations in fetal growth. Knockdown of *ROBO1* in trophoblast-derived HTR8/SVneo cells by siRNA indicated that it regulate expression of several pregnancy-specific beta-1-glycoprotein (*PSG*) genes and genes involved in inflammation. Our results show that the fetal *SLIT2* variant and both *SLIT2* and *ROBO1* expression in placenta and trophoblast cells may be correlated with susceptibility to SPTB. SLIT2-ROBO1 signaling was linked with regulation of genes involved in inflammation, *PSG* genes, decidualization and fetal growth. We propose that this receptor-ligand couple is a component of the signaling network that promotes SPTB.

## Author summary

Worldwide, more than 10% of babies are born prematurely without effective means of prevention. Premature birth is associated with mortality and lifelong comorbidities. Aggregation of spontaneous preterm birth in certain families suggests that there are underlying genetic factors that predispose to preterm birth. Both maternal and fetal genomes likely affect susceptibility. We set out to identify fetal genetic variants that predispose infants to premature birth in a population of Finnish origin. Our results from a genome-wide association study indicate that a variant of slit guidance ligand 2 (*SLIT2*) is associated with the risk of spontaneous preterm birth. Furthermore, *SLIT2* and its receptor roundabout guidance receptor 1 *(ROBO1)* are expressed in placental cells, and their mRNA levels are higher in placentas from spontaneous preterm deliveries compared to term controls. Based on gene knockdown experiments in cultured placental tissue–derived cells, ROBO1 regulates expression of pregnancy-specific beta-1-glycoprotein (*PSG*) genes and genes involved in inflammation. Thus, our results indicate that the fetal *SLIT2* variant and expression of both *SLIT2* and *ROBO1* in placental cells are correlated with susceptibility to spontaneous preterm birth. We propose that this receptor–ligand pair is a component of the signaling network that promotes spontaneous preterm birth.

## Introduction

Preterm live births that take place before 37 completed weeks of gestation and even as early as 22–24 weeks are a global problem. Up to 11.1% (15 million babies) of all births worldwide occur prematurely, and approximately 45–50% of them are idiopathic or spontaneous [1–3]. Complications caused by preterm birth are the most common cause of neonatal deaths and the largest direct cause of deaths of children <5 years of age [1,3]. The research focusing on spontaneous preterm birth (SPTB) has been complicated by etiological, pathophysiological, and genetic heterogeneities. Multiple events are associated with SPTB, either independently or in concert [4]. These include intrauterine inflammation, called chorioamnionitis, preterm premature rupture of fetal membranes (PPROM) and abnormal fetal growth relative to uterine size [5,6]. It is important to find new biomarkers for early detection of SPTB. Currently, our understanding of the early molecular pathways leading to SPTB is incomplete and there are no effective means to prevent SPTB. Knowledge of how maternal and fetal genomes contribute to the risk of SPTB could provide more personalized tools to prevent it [7].

Epidemiological studies have shown that both fetal and maternal genes affect fetal growth, birth weight, birth length, head circumference, and gestational age (GA) [8–11]. A recent study indicated that variants of the fetal and maternal genome independently affect normal variations in birth weight [12]. In addition, maternal and fetal genomes are also considered to affect the susceptibility to preterm birth and duration of pregnancy in general [13–15]. The intrauterine environment influences fetal growth, and adverse intrauterine events affect pregnancy length not only in elective preterm pregnancies but also in SPTB [11]. Genetic analysis of 244,000 Swedish births resulting in twins, full siblings, and half-siblings revealed that 13% and 21% of the variation in birth timing is explained by fetal and maternal genetic factors, respectively [9]. Overall, preterm birth is a phenotype with contributions from both, maternal and fetal genomes that may have separate contributions and together with environmental factors, interactively determine the outcome [7,13,16].

A recent study that included a population of > 40,000 women and replication cohorts of > 8000 women identified several common variants in *EBF1*, *EEFSEC*, and *AGTR2* that showed associations with preterm birth at a genome-wide significance level [13]. In addition, other genome-wide association studies (GWAS) and SPTB genetic studies focused on mother [17–19] or infant [19–21] genomic signals have discovered genetic loci associated with preterm birth and gestational length. Studies that focused on fetal genomes have not revealed replicable associations between fetal genetic factors and SPTB.

Many pathways and cellular processes are reported to be associated with SPTB, including response to infection, regulation of inflammation, stress, and other immunologically mediated processes [3]. According to our current understanding, inflammatory pathways also have roles in the initiation of spontaneous term birth, as normal labor starts when there is a shift in signaling between anti-inflammatory and proinflammatory pathways in the myometrium. This shift appears to involve many chemokines such as interleukin 8 (IL8), cytokines such as IL1 and IL6, and contraction-associated proteins such as oxytocin receptor (OXTR), connexin 43 (CX43), and prostaglandin receptors [22]. Therefore, it is likely that changes in inflammation-associated pathways also contribute to preterm birth. Evidence from candidate gene studies supports the role of inflammation-related factors in SPTB. For example, polymorphisms of the genes encoding TLR4, TNF, IL1B, interferon gamma (IFNγ), IL6, and matrix metalloproteinases may be associated with increased risk of SPTB [5].

The aim of the present study was to use a GWAS to investigate fetal genetic variants that may predispose infants to SPTB in a homogeneous population of Finnish origin. A variant of slit guidance ligand 2 (*SLIT2*) had the most suggestive association with SPTB in the GWAS and in a genetic pathway analysis. Therefore, we characterized SPTB-associated expression of *SLIT2* and its receptor *ROBO1* in the placenta and subsequently conducted experiments with relevant placenta-associated cells.

## Results

### GWAS association signals for spontaneous preterm birth

In order to find fetal genetic factors associated with predisposition to SPTB, we analyzed polymorphisms encompassing the entire genome for associations with SPTB. After quality control, 247 infants born spontaneously preterm and 419 infants born at term remained for inclusion in the GWAS. We performed the analysis for both GA (quantitative trait) and SPTB (dichotomous setting). However, due to sample collection bias resulting in skewed GA distribution, we acknowledge that the results of the quantitative trait analysis should be interpreted with caution. Fig 1 summarizes the study workflow.

**Fig 1:**
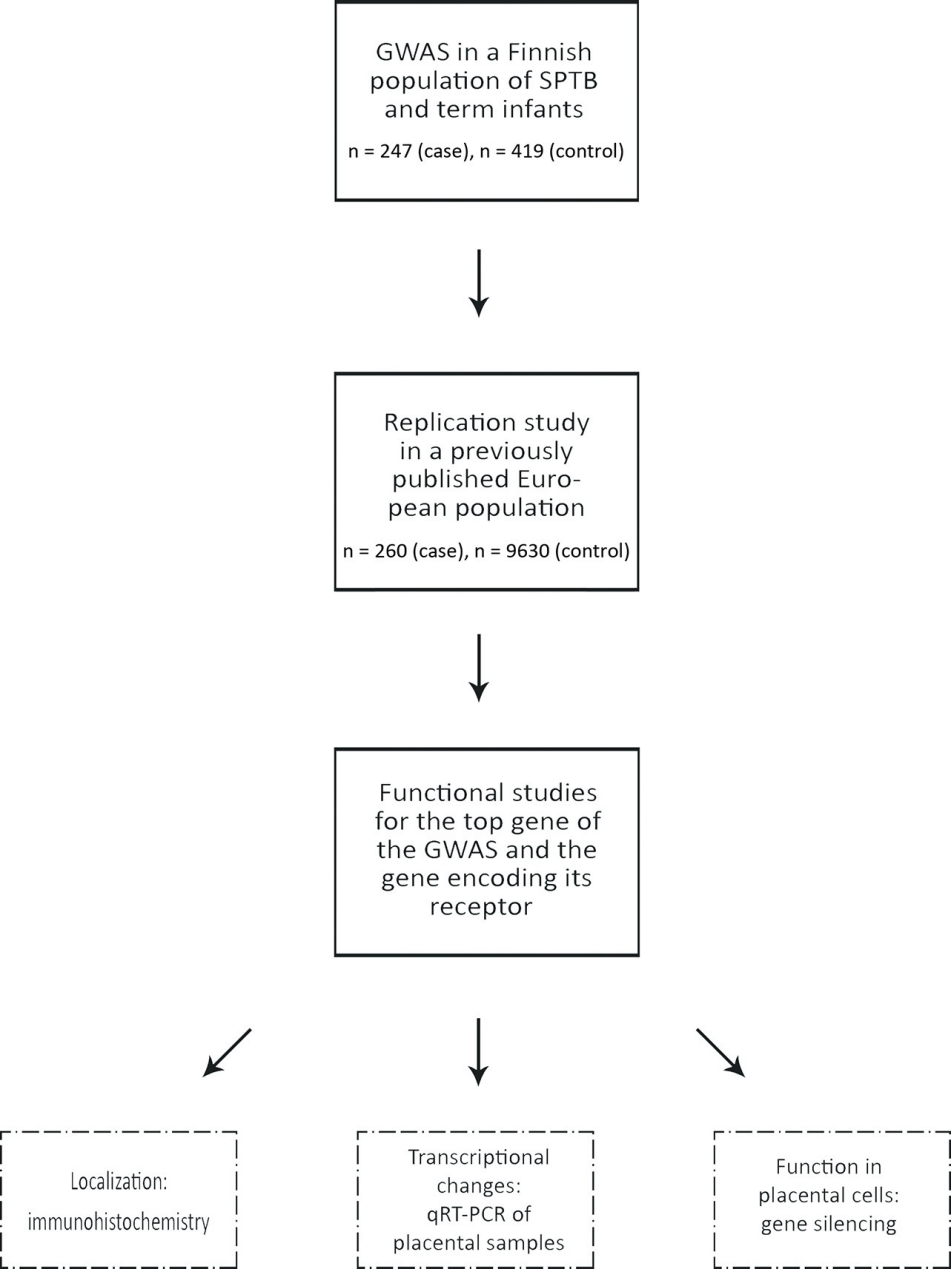
Overview of the study workflow.

We detected several suggestive associations (*p* < 10^−5^) in the GWAS (Fig 2, Table 1). The two most promising regions were within the genes encoding *SLIT2* (rs116461311, *p* = 1.6 × 10^−6^) and succinyl-CoA:glutarate-CoA transferase (*SUGCT*; rs57670997, *p* = 1.8 × 10^−6^). We also detected suggestive associations for GA as a quantitative trait (S2 Table, S1 Fig). SNP rs116461311 within the *SLIT2* gene showed the most significant signal for GA (*p* = 3.1 × 10^−7^, S1 Fig). In addition to *SLIT2*, four regions showed suggestive signals both in the primary setting and in the GWAS of GA; these signals were within *SUGCT*, an intergenic region in chromosome 6 (nearest loci *LOC105377949* and *LOC107986634*), and within the genes encoding anaplastic lymphoma receptor tyrosine kinase (*ALK*) and DLC1 Rho GTPase activating protein (*DLC1*).

**Fig 2:**
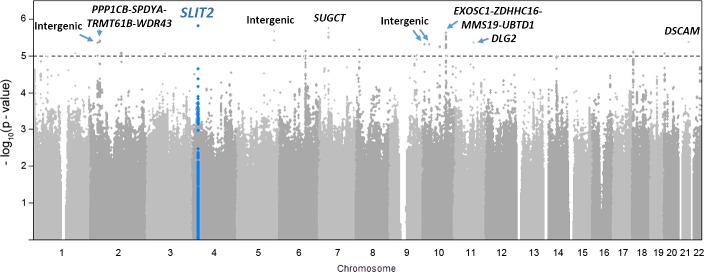
Manhattan plot of GWAS of SPTB. Each dot represents −log_10_(*p*) value of a single SNP in association analysis. Dashed line denotes level of suggestive significance (−log_10_(*p*) > 5). *SLIT2*, *SUGCT*, and *EXOSC1-ZDHHC16-MMS19-UBTD1* were among the best associating loci.

**Table 1:** Single-nucleotide polymorphisms suggestively associated with spontaneous preterm birth.

Chr	Locus^a^	SNP^b^	Reference allele	Allele frequency	Odds ratio (95% confidence interval)	*p*
4	*SLIT2*	rs116461311	C	0.05	3.43 (2.01–5.86)	1.58E-6
7	*SUGCT*	rs57670997	Del	0.68	0.56 (0.44–0.71)	1.79E-6
9	Intergenic (*LOC105376188*, *LOC105376190*)	rs35464758	Del	0.05	2.82 (1.67–4.80)	1.82E-6
5	Intergenic (*LOC100128898*, *LOC100130177*)	rs4704916	A	0.19	1.91 (1.45–2.52)	2.22E-6
10	*EXOSC1-ZDHHC16-MMS19-UBTD1*^c^	rs10678727	Ins	0.58	1.77 (1.40–2.23)	2.39E-6
2	Intergenic (*THUMPD2*, *SLC8A1*)	rs17480505	C	0.35	1.72 (1.36–2.17)	3.88E-6
21	*DSCAM*	rs9974083	A	0.24	1.73 (1.34–2.24)	4.32E-6
2	*PPP1CB-SPDYA-TRMT61B-WDR43*^c^	rs200334508	G	0.87	0.51 (0.37–0.71)	4.44E-6
11	*DLG2*	rs202170665	Ins	0.08	0.40 (0.25–0.65)	4.59E-6
10	Intergenic *(RBM17*, *LOC1019280803)*	rs10905856	T	0.08	2.28 (1.53–3.41)	4.87E-6
10	*ABI1*	rs72385215	Del	0.33	0.56 (0.44–0.72)	4.89E-6
10	*ADAMTS14*	rs12765664	A	0.93	0.40 (0.26–0.61)	5.95E-6
8	*DLC1*	rs7006225	A	0.77	0.56 (0.43–0.72)	6.99E-6
6	Intergenic (*LOC105377949*, *LOC107986634*)	rs1418269	C	0.69	1.73 (1.34–2.22)	7.51E-6
18	*DLGAP1*	rs610269	G	0.54	0.61 (0.49–0.76)	7.97E-6
2	*NCKAP5*	rs1966628	T	0.45	1.64 (1.31–2.05)	8.29E-6
20	*HSPA12B*	rs58505239	T	0.20	1.75 (1.34–2.29)	8.66E-6
3	Intergenic (*LOC105377173*, *ROBO1*)	rs115723230	T	0.03	3.33 (1.70–6.54)	8.70E-6
1	*EIF1P3*	rs539974331	Del	0.04	3.57 (1.95–6.55)	8.92E-6
9	*SVEP1*	rs199638820	Del	0.56	1.61 (1.29–2.02)	9.56E-6
2	*ALK*	rs7608573	T	0.20	0.52 (0.38–0.70)	9.99E-6

^a^Respective gene shown for SNPs within genes; two nearest genes shown in parentheses for intergenic SNPs.

^b^SNP with the most significant signal shown for each locus.

^c^Association signal spans the indicated genes.

We further analyzed very preterm and moderate-to-late preterm SPTB infants separately against term-born controls (S3 and S4 Tables). Three regions showed suggestive signals (*p* < 10^−5^) both in the primary setting and in the analysis of very preterm birth (S3 Table). These signals were within *SLIT2*, in an intergenic region on chromosome 2 (nearest genes *THUMPD2* and *SLC8A1*), and within the region encompassing the *EXOSC1*, *ZDHHC16*, *MMS19*, and *UBTD1* genes, which encode exosome component 1; zinc finger DHHC-type containing 16; MS19 homolog, cytosolic iron-sulfur assembly component; and ubiquitin domain containing 1, respectively. The minor allele of *SLIT2*, SNP rs116461311, was overrepresented (OR 4.06, *p* = 1.55 × 10^−7^) in very preterm-born infants (GA < 32 weeks) compared to term-born infants. In moderate-to-late preterm infants (GA 32–36 weeks), two regions showed suggestive signals (S4 Table) that were also evident in the primary analysis: an intergenic region on chromosome 3 (nearest loci *LOC105377173* and *ROBO1*) and within *ADAMTS14*, which encodes ADAM metallopeptidase with thrombospondin type 1 motif 14.

We also studied associations with SPTB within the contexts of PPROM and no PPROM. There were separate suggestive associations with SPTB-PPROM and with SPTB without PPROM (S5 and S6 Tables). For the SLIT2 region, the effects were similar for infants born after PPROM (rs116461311, OR = 3.5, *p* = 3.0 × 10^−5^) and for those born after spontaneous onset of labor with intact fetal membranes (rs116461311, OR = 3.6, *p* = 1.3 × 10^−5^).

To investigate potential maternal transmission of the minor allele of SPTB-associated rs116461311 (in *SLIT2*), we checked the MAF of the variant in maternal samples. The frequency of C-rs116461311 was 0.059 in SPTB mothers (*n* = 230) and 0.035 in mothers with term delivery (*n* = 378). Transmission analysis was not feasible because of the low minor allele counts.

### Replication of *SLIT2* association in a European population

SNPs with suggestive association signals in the region of the top GWAS gene (*SLIT2*) were examined for association with SPTB in a European population (*n* = 9890) [20]. In a European replication population of very preterm and term-born controls, rs12503652 and rs79034379, which correlate with the best GWAS SNP of the *SLIT2* region (rs116461311), were associated with SPTB (Table 2). The two SNPs were in high LD with one another (*r*^2^ = 0.85, D′ = 0.95) in the Finnish individuals in 1000 Genomes phase3 data.

**Table 2:** Two SNPs that correlated with the top GWAS SNP rs116461311 in *SLIT2* showed association with SPTB in European replication data.

	R^2^ in 1000 Genomes FIN		Discovery GWAS		European replicate	
SNP	rs116461311	Reference allele	Odds ratio	*P*	Odds ratio	*p*
**rs116461311**	**1**	C	3.43	1.58E-6	*NA*	*NA*
**rs12503652**	0.58	G	2.11	3.83E-4	1.47	0.023
**rs79034379**	0.61	G	2.02	3.49E-4	1.46	0.032

### Functional annotation of the most promising genetic variants

To investigate if the SNPs within regions with the most promising signals in the GWAS (*p* < 10^−5^) have functional consequences, we screened the GTEx data to examine whether any of the suggestively associated SNPs colocalize with *cis* eQTLs; that is, whether they correlate with mRNA levels in the analyzed tissues. In the GTEx data, 26 of the SNPs with *p* < 10^−5^ for association with SPTB overlapped with significant eQTLs (Table 3). These SNPs were located within five different regions; the majority were in the region encompassing *EXOSC1*, *ZDHHC16*, *MMS19*, and *UBTD1* (Tables 1, S3 and S5). These SNPs correlated with mRNA levels of the following genes in different tissues: *ZDHHC16*, *MMS19*, *FRAT1*, *ANKRD2*, *UBTD1*, and *RRP12*. Associated SNPs within the top GWAS region, *SLIT2*, were not associated with mRNA levels. According to the GWAS catalog, none of the suggestively associated SNPs had been significantly associated with any phenotype.

**Table 3:** Suggestively associated SNPs that overlap with *cis* eQTLs.

SNP information			*cis*-eQTL information		
GWAS region	SNP^a^	*p* in GWAS	eGene	eQTL *p*^b^	Tissue
*EXOSC1-ZDHHC16-MMS19-UBTD1*	rs7897727^c^	2.03E-06	*ZDHHC16* *MMS19* *FRAT1*	2.0E-18 1.7E-07 2.0E-05 2.6E-06 5.0E-06	Testis Adipose–Subcutaneous Breast–Mammary tissue Lung Cells–Transformed fibroblasts
*DSCAM*	rs9974083	4.32E-06	*PCP4*	2.3E-07	Artery—Tibial
Intergenic, chr6	rs1418269	7.51E-06	*RP1-142L7*.*5*	3.4E-05	Esophagus—Muscularis
*NCKAP5*	rs1966628^d^	8.29E-06	*NCKAP5*	1.3E-05	Testis
*HSPA12B*	rs58505239	8.66E-06	*CDC25B* *ADAM33*	1.8E-07 1.3E-06 2.9E-06	Adipose–Subcutaneous Artery—Tibial Esophagus—Muscularis

^a^Top eQTL SNP shown for each region.

^b^eQTL data from GTEx Portal V7.

^c^ Altogether, 15 suggestively associated SNPs within *EXOSC1-ZDHHC16-MMS19-UBTD1* region colocalized with eQTLs; these SNPs are eQTLs for *ZDHHC16*, *MMS19*, *FRAT1*, *ANKRD2*, *UBTD1*, and *RRP12*

^d^Altogether, eight suggestively associated SNPs within *NCKAP5* region are eQTLs for *NCKAP5*.

We further functionally annotated the SNPs (*p* < 10^−4^) within the *SLIT2* region with HaploReg, v 4.1. Some of the most promising SNPs within *SLIT2* (including the best associating variant rs116461311, as well as rs60126904, rs115707845, and rs16869667) were located within regions that contain histone marks and DNase-hypersensitive sites in several tissues. Furthermore, *SLIT2* SNPs (rs60126904 and rs115707845) mapped to predicted enhancers in several cell types and tissues, including neuronal cells, different cells in the brain, lung, spleen, adipose cells, colon and duodenum smooth muscle cells, fetal lung and kidney, and fetal membranes (amnion). Thus, there is some evidence of the putative regulatory effects of *SLIT2* SNPs in several tissues, including fetal tissues such as placenta.

### Biological pathways genetically associated with spontaneous preterm birth

To identify biological pathways associated with SPTB, we performed pathway analysis of the GWAS data to search for gene set enrichment. SPTB was associated with 16 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [corrected (S7 Table) and FDR adjusted *p* < 0.05, Table 4]. The most significant pathways were axon guidance (*p* = 8.6 × 10^−10^), focal adhesion (*p* = 6.6 × 10^−7^), and vascular smooth muscle contraction (*p* = 1.4 × 10^−6^). Axon guidance, the most significant pathway, included *SLIT2* and the gene encoding its receptor, *ROBO1*. A Gene Ontology (GO) search revealed 35 GO terms associated with SPTB, with a false-discovery rate (FDR) of <0.05 (S8 Table). GO sets that included *SLIT2* and *ROBO1* are listed in S9 Table. The three most significant GO sets that included *SLIT2* were retinal ganglion cell axon guidance, telencephalon development, and negative chemotaxis. The three most significant GO sets that included *ROBO1* were telencephalon development, neuron recognition, and negative chemotaxis. These results led us to a more-detailed investigation of the roles of *SLIT2* and *ROBO1* in SPTB.

**Table 4:** Pathways associated with SPTB.

Pathway	Pathway name	*p*	Corrected *p*^a^	Top genes in pathway^b^
hsa04360	Axon guidance	8.6E-10	1.6E-07	***SLIT2***,*PAK6*,*NRP1*,*SEMA3E*,*ABLIM2*
hsa04510	Focal adhesion	6.6E-07	6.2E-05	*PPP1CB*,*AKT3*,*PAK6*,*EGFR*,*PARVB*
hsa04270	Vascular smooth muscle contraction	1.4E-06	8.9E-05	*PPP1CB*,*PLA2G4A*,*KCNMA1*,*ADRA1B*,*PRKG1*
hsa04720	Long-term potentiation	2.3E-05	1.1E-03	*PPP1CB*,*GRIN2B*,*GRM5*,*CAMK2G*,*PLCB1*
hsa04730	Long-term depression	7.0E-05	2.6E-03	*PLA2G4A*,*GRM5*,*PRKG1*,*LYN*,*PLCB1*
hsa04012	ErbB signaling pathway	4.1E-04	0.01	*AKT3*,*PAK6*,*EGFR*,*PLCG1*,*NRG2*
hsa04514	Cell adhesion molecules (CAMs)	4.4E-04	0.01	*HLA-DOA*,*NLGN1*,*CDH4*,*ITGAM*,*NCAM2*
hsa05412	Arrhythmogenic right ventricular cardiomyopathy (ARVC)	4.7E-04	0.01	*CACNA2D3*, *CACNB2*,*CACNA1D*,*ACTN1*

^a^KEGG pathways with corrected and FDR adjusted *p* < 0.05 shown.

^b^Top five genes or all genes with SNPs with *p* < 1E-02 in GWAS shown.

### SLIT2 and its receptor ROBO1 are localized in villous and decidual trophoblasts

We detected suggestive association signals for SNPs in a region that encompasses *SLIT2* and in a region downstream of *ROBO1*. Protein Slit2 binds to Robo proteins specifically and with high affinity [23,24]. Therefore, we analyzed the localization of SLIT2 and its receptor ROBO1 in human placenta by immunohistochemical staining of placentas from SPTB and spontaneous term birth (STB) with anti‐human SLIT2 and ROBO1 antibodies (Fig 3). Both SLIT2 and ROBO1 localized to cytotrophoblasts, syncytiotrophoblasts, and decidual trophoblasts. In addition, we observed strong ROBO1 and faint SLIT2 staining in capillary endothelial cells. We also detected both proteins in the basal and chorionic plates of the placenta. We did not see apparent differences in staining intensities or cellular localization between placentas from SPTB and STB. This indicates that *SLIT2* and *ROBO1* are expressed in the placenta at the interface between mother and fetus during pregnancy.

**Fig 3:**
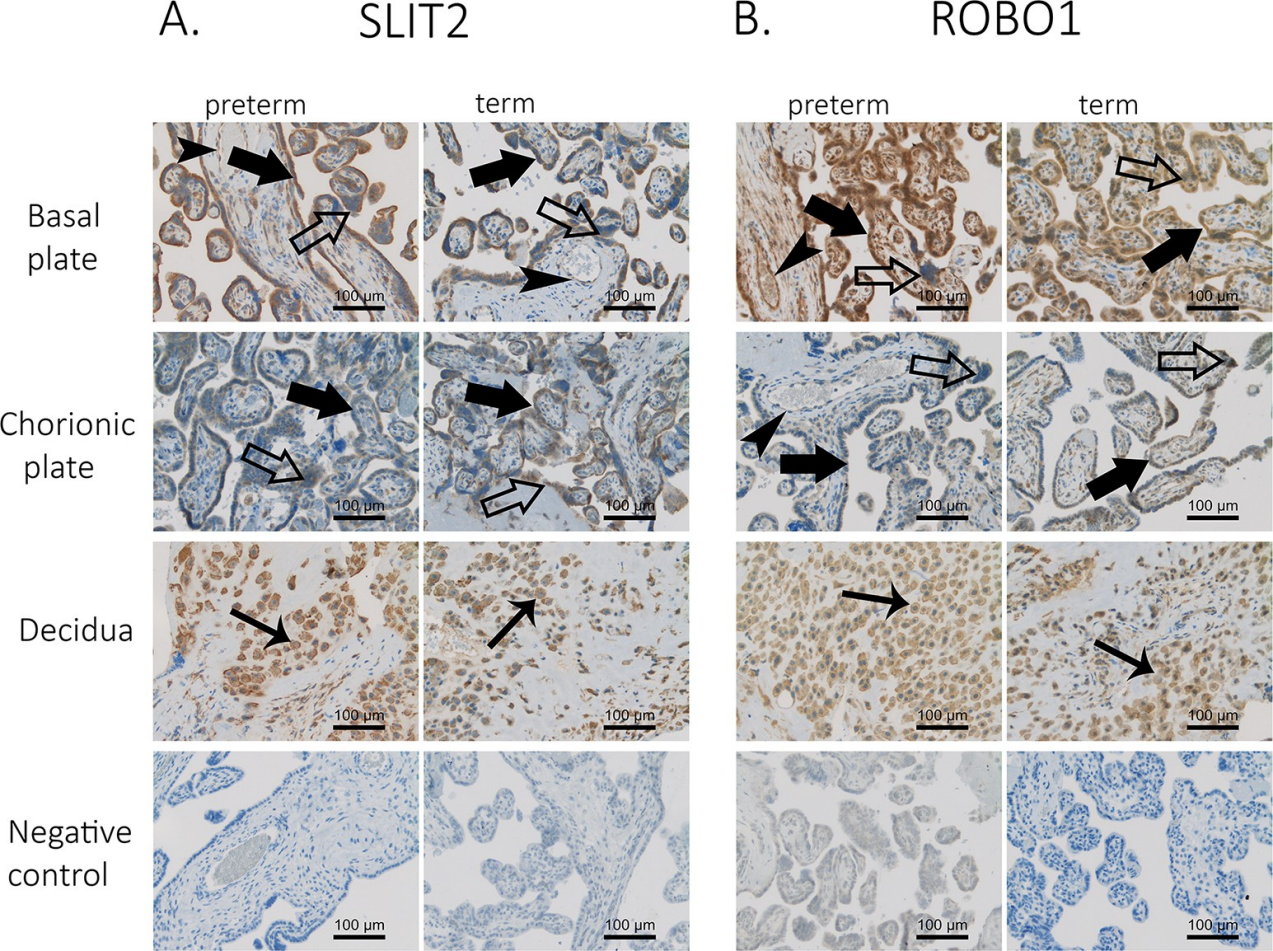
Placental localization of SLIT2 and ROBO1 in spontaneous preterm and term births. Samples from 18 placentas were immunostained with anti‐human SLIT1 (A) and ROBO1 (B) antibodies. Twelve of the placentas were from SPTB deliveries, and six were from spontaneous term deliveries. Two samples from each placenta were stained; one sample from the basal plate (maternal side) and the other from the chorionic plate (fetal side). Immunostaining is indicated by filled large arrows in cytotrophoblasts, unfilled large arrows in syncytiotrophoblasts, filled small arrows in decidual trophoblasts, and filled arrowheads in capillary endothelial cells. Original magnification is 20× in all figures. Control represents isotype controls for immunostaining. Scale bar, 100 μm.

### *SLIT2* and *ROBO1* mRNA level elevation in SPTB placentas

Immunohistochemistry demonstrated SLIT2 and ROBO1 in different types of trophoblasts in human placenta (Fig 3). To obtain more quantitative data about placental expression of these proteins, we analyzed *SLIT2* and *ROBO1* mRNA levels by qRT-PCR in samples collected from the basal and chorionic plates of placentas from SPTB (*n* = 23), STB (*n* = 23), and elective preterm birth (EPTB) (*n* = 34).

We first compared *SLIT2* and *ROBO1* expression levels between SPTB (*n* = 23) and STB (*n* = 23) placentas (Fig 4). Both *SLIT2* and *ROBO1* mRNA levels were higher in the basal plate of SPTB placentas (*SLIT2* fold change [FC] = 1.679, SD = 0.667; *ROBO1* FC = 1.387, SD = 0.670) compared to those of STB (*SLIT2 p* = 0.004, *ROBO1 p* = 0.013; Fig 4A). There were no differences in mRNA levels of *SLIT2* (*p* = 0.173) and *ROBO1* (*p* = 0.297) between the chorionic plates of SPTB and STB placentas (Fig 4B).

**Fig 4:**
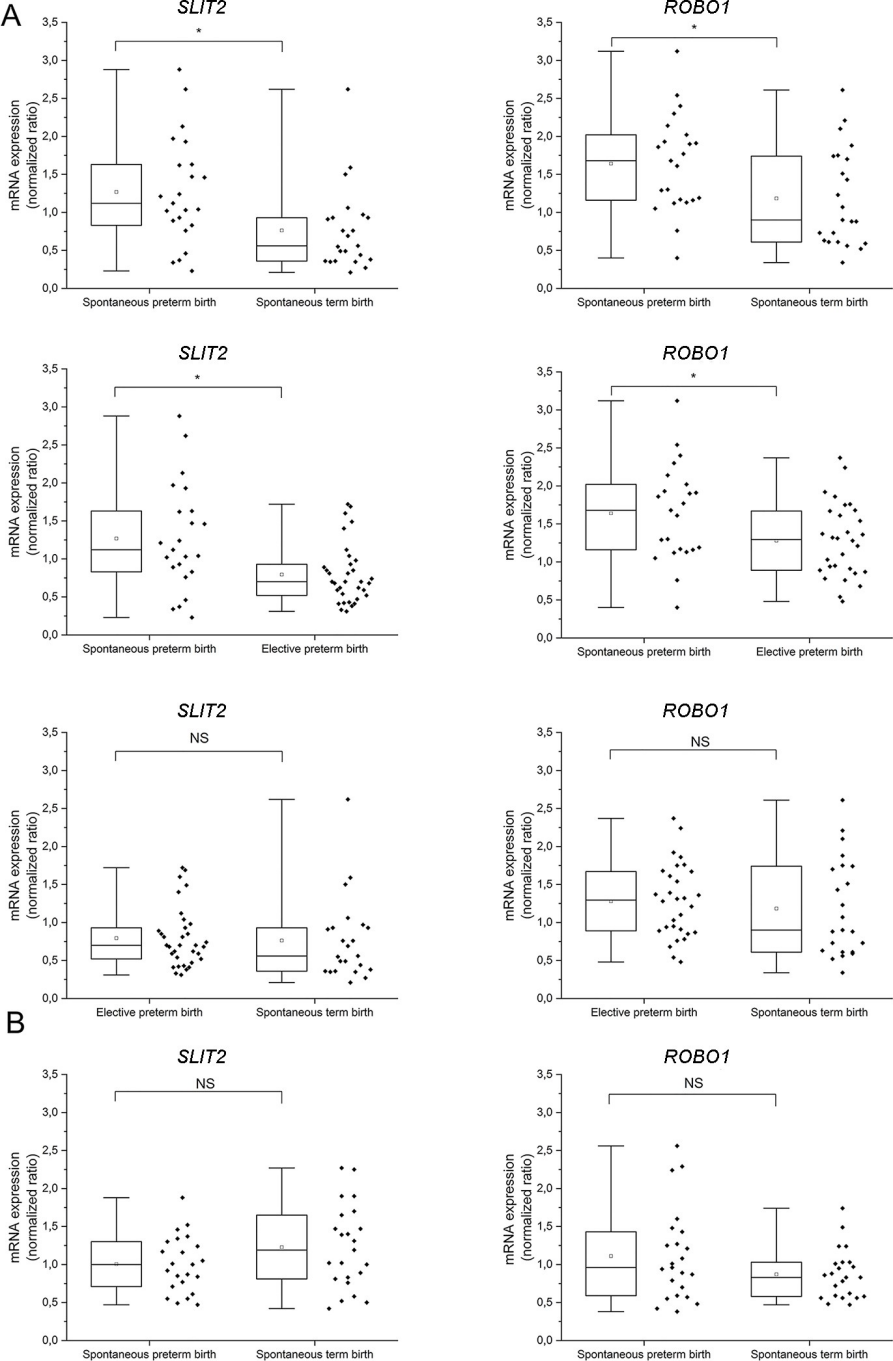
mRNA levels of *SLIT2* and *ROBO1* in spontaneous preterm, spontaneous term, and elective term placentas. Relative mRNA levels from the basal (A) or chorionic (B) plates were normalized to mRNA levels of the housekeeping gene *CYC1*. Differences were analyzed with nonparametric Mann–Whitney *U*‐test. Asterisk indicates statistically significant changes. Box and whiskers display quartiles. Band inside the box is the median, and ends of whiskers show the minimum and maximum values; square inside the box represents the mean value.

To explore the effects of mode of delivery and GA on *SLIT2* and *ROBO1* mRNA levels, we compared SPTB with EPTB placentas. *SLIT2* and *ROBO1* mRNA levels were significantly higher for SPTB (*SLIT2* FC = 1.595, SD = 0.580; *ROBO1* FC = 1.282, SD = 0.577) compared to EPTB (*SLIT2 p* = 0.005, *ROBO1 p* = 0.031) in basal plate samples (Fig 4A). There were no significant differences in these levels in EPTB and STB placentas (*SLIT2 p* = 0.216, *ROBO1 p* = 0.328; Fig 4A). These results suggest that higher *SLIT2* and *ROBO1* expression levels are associated with SPTB.

### Association of *SLIT2* expression with fetal growth

SLIT/ROBO are involved in many processes that involve cell migration, including axon guidance; thus, they could affect trophoblast cell invasion and decidualization. To this end, we looked at whether *SLIT2* or *ROBO1* expression in the basal plate of the placenta is associated with fetal growth. We compared mRNA levels with birth weight-for-GA Z-scores (weight Z-score), which included age and gender standardization of the infants. Deliveries with intrauterine growth restriction or other growth disorders were excluded. *SLIT2* mRNA levels correlated with Z-scores (*p* = 0.023, r_s_ = 0.351) in term and preterm fetuses delivered after spontaneous onset of labor (SPTB and STB samples together, S3 Fig). This suggests that *SLIT2* expression is associated with variations in fetal growth.

### siRNA-induced knockdown of *ROBO1* causes changes in expression levels of inflammation related factors

To investigate potential functions of SLIT2 and ROBO1 in placental cells, we silenced *SLIT2* and *ROBO1* expression separately in the HTR‐8/SVneo human trophoblast cell line with small interfering RNAs (siRNAs) (Fig 5). qRT-PCR revealed that silencing percentages were 60% and 85%, for *SLIT2* and *ROBO1*, respectively. 

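HTR8/SVneo is an immortalized line of human extravillous trophoblasts, the placental cells that invade the uterine wall. A siRNA is a short double-stranded RNA whose guide strand directs the cleavage of a transcript that it matches. RNA sequencing covered 9 libraries: 3 from cells treated with *SLIT2* siRNA (replicates 1 to 3), 3 from cells treated with *ROBO1* siRNA (replicates 4 to 6) and 3 from cells treated with the negative control siRNA (replicates 7 to 9). The paper gives siRNA concentrations of 30 nM in the reverse transfection and 40 nM in the forward transfection 24 h later, on 70000 cells per well, while the sample labels give the second concentration as 40 mM. The cells stayed with the siRNA for 24 h and in fresh medium for another 24 h. The libraries were made from mRNA with a kit that keeps the strand and were sequenced on 1 lane. The authors deposited raw read counts for 26485 genes, made with featureCounts version 1.5.1 from STAR alignments to hg38 with the reverse strand option (2) and without the options that count multi-mapping or overlapping reads. Reads that fit several near-identical genes therefore drop out, and this lowers the counts of families such as *PSG*. Total counts per library ranged from 30929543 to 39885898 (median 36177472) in the negative control, from 32170306 to 34278198 (median 33781129) after *ROBO1* knockdown and from 33311711 to 34494683 (median 33979193) after *SLIT2* knockdown. Expression is given as CPM, the reads of a gene relative to the size of the library. Counts were scaled by TMM, and the 14605 genes kept by edgeR's expression filter were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with all 9 libraries in 1 model. The paper's thresholds were kept: a gene was called at an adjusted p of at most 0.01 and a fold change of at least 2. Members of gene lists written before the data were examined were counted as changed at an adjusted p of at most 0.05 over all genes, and each list was compared with all other genes by limma's camera test with a preset correlation of 0.01. Negative control replicate 9 stood apart from the other controls: the chi-square of its counts per degree of freedom was 12.6 against replicate 7 and 14.1 against replicate 8, and 2.52 between replicates 7 and 8. *SLIT2* siRNA replicate 3 stood apart in the same way, at 8.99 and 9.25, with 2.04 between replicates 1 and 2. Nothing in the paper or the sample labels says that the 3 libraries of a group came from separate cultures, so that p-values measure only the spread between these samples, which may be technical.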

Corresponding percentages revealed by RNA sequencing were 75% and 74% for *SLIT2* and *ROBO1*, respectively. 

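In the siRNA-treated cells each target transcript fell to well under its control level, and neither siRNA lowered the other target. *SLIT2*, which encodes a secreted guidance protein, had an RPKM of 0.973 ± 0.0427 (SD, n = 3 libraries) after *SLIT2* knockdown and 3.90 ± 0.402 (SD, n = 3) in the negative control, which is 75.1% lower. *ROBO1*, which encodes a receptor of SLIT proteins, had an RPKM of 1.33 ± 0.127 (SD, n = 3) after *ROBO1* knockdown and 5.12 ± 0.202 (SD, n = 3) in the negative control, 73.9% lower. Behind these values stand 208 to 220 reads of *SLIT2* per library after knockdown against 815 to 1081 in the controls, and 315 to 372 reads of *ROBO1* against 1325 to 1697. The log2 fold change was -2.00 for *SLIT2* (standard error 0.09, adjusted p = 3.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.94 for *ROBO1* (standard error 0.072, adjusted p = 2.7e-10 from the same edgeR test). No knockdown library overlapped the controls for its target (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). RPKM was computed from the counts, the TMM-scaled library size and the exon length in the files.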

Next, we characterized the transcriptomes of trophoblasts in which *SLIT2* or *ROBO1* was silenced, as well as of cells treated with siRNA Universal Negative Control #1. Transcriptomic data analysis identified 14 upregulated (S10 Table) and 12 downregulated (S11 Table) genes after *SLIT2* knockdown compared to samples treated with siRNA Universal Negative Control. 

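After *SLIT2* knockdown 133 genes were called higher and 136 lower than in the negative control. The largest rise among genes with a mean CPM of at least 1 was *MAOA*, a monoamine oxidase, with a log2 fold change of 2.76 (standard error 0.22). It was followed by *KCNU1*, a potassium channel subunit, at 2.49 (standard error 0.28) and *AREG*, a ligand of the epidermal growth factor receptor, at 2.06 (standard error 0.20). *ITGB2*, an integrin subunit of leukocytes, rose by 1.93 (standard error 0.12) and the keratin *KRT17* by 1.89 (standard error 0.14) on the same scale. The largest falls, apart from that of *SLIT2* itself, were *SCG2*, a granin of secretory granules, at -2.14 (standard error 0.11), and *CDKN1C*, an imprinted inhibitor of the cell cycle, at -2.03 (standard error 0.17). *CDKN1C* has a match to the seed of the *SLIT2* siRNA in its 3′ UTR. The smooth muscle actin *ACTG2* was at -1.92 (standard error 0.18), the protease inhibitor *SPINK6* at -1.91 (standard error 0.11) and the matrix protein *MATN3* at -1.66 (standard error 0.062). *SFRP1*, a secreted inhibitor of WNT signaling, went from 570 ± 26.2 to 261 ± 9.45 TMM-normalized CPM (SD, n = 3 libraries each). Among these genes the adjusted p reached 1.1e-05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The 3 knockdown libraries lay entirely above or below the 3 controls for 7263 of the 14605 genes tested (49.7%), where chance gives 10%. With genes with a mean CPM under 1 left out, 79 genes were called higher and 86 lower, and limma on log2(RPKM + 0.1) called 79 and 87.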

The threshold was an FDR-adjusted *p* value of ≤0.01 and an FC of ≥2.0. 

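After *ROBO1* knockdown 207 genes were called higher and 628 lower than in the negative control. Without the 2-fold limit 3442 were higher and 3472 lower. Falls thus outnumbered rises among changes of at least 2-fold, and rises outnumbered falls among the smaller ones. The largest rise among genes with a mean CPM of at least 1 was *MMP3*, a matrix metalloproteinase, which went from 2.71 ± 0.577 to 25.6 ± 3.52 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of 3.23 (standard error 0.14). *SEMA3E*, a secreted semaphorin that guides axons and vessels, rose by 2.19 (standard error 0.27) and *NR4A2*, an orphan nuclear receptor, by 2.08 (standard error 0.17) on the log2 scale. The neuropeptide gene *SPX* rose by 2.54 (standard error 0.22) and the noncoding RNA *PLCE1-AS1* by 2.75 (standard error 0.18). Among the largest falls were *DHRS3*, a retinaldehyde reductase, at -2.90 (standard error 0.15), *BDKRB2*, the B2 receptor of bradykinin, at -2.64 (standard error 0.11), and *CEACAM1*, a cell adhesion molecule of the same gene superfamily as the *PSG* genes, at -2.57 (standard error 0.23). *ANXA10*, an annexin, was at -2.41 (standard error 0.12) and *C1QTNF6* at -2.28 (standard error 0.10). None of these 5 genes holds a match to the seed of the *ROBO1* siRNA in its annotated 3′ UTR. Their adjusted p and that of the genes that rose reached 7.4e-06 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Markers of extravillous trophoblasts fell, 7 of 12 with 3 rising (the same when adjusted over the list alone; camera, adjusted p = 0.0283, and 0.183 with an estimated correlation), for example the fibronectin receptor subunit *ITGA5* at -0.97 (standard error 0.047). Of 8 syncytiotrophoblast markers 4 rose and 1 fell, and of 14 cytotrophoblast markers 2 rose and 8 fell (the same counts over the list alone; camera, adjusted p = 0.419 for both). *CGA*, the alpha subunit of chorionic gonadotropin, rose by 1.34 (standard error 0.19) after *ROBO1* knockdown and was at -1.16 (standard error 0.25) after *SLIT2* knockdown, and *PAPPA*, a protease of the insulin-like growth factor system with a match to both siRNA seeds, at 0.61 (standard error 0.099) and -1.43 (standard error 0.11). Expression of *CGA* was low, with a mean CPM of 0.787 in the controls. The adjusted p of these markers reached 0.00011 after *ROBO1* and 0.0022 after *SLIT2* knockdown (edgeR). For 9523 of the 14605 genes tested (65.2%) the knockdown libraries did not overlap the controls, where chance gives 10%. Of the called genes 75.2% were lower, a share that was 67.8% with trends over exon length and GC content removed, a setting chosen after the data were seen. Fewer genes were called higher (125) with low-expressed genes left out and fewer lower (403) with limma on log2(RPKM + 0.1).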

By the same criteria, there were 216 upregulated (S12 Table) and 610 downregulated (S13 Table) genes after *ROBO1* knockdown. KEGG pathway database analyses (S14 Table, S15 Table) identified the top pathways affected after *SLIT2* and *ROBO1* knockdown as inflammation-related pathways such as cytokine-cytokine receptor interaction (KEGG.ID 4060).

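Of 117 measured genes of cytokines and their receptors, 63 fell and 21 rose after *ROBO1* knockdown (65 and 21 when adjusted over the list alone), and 18 of those that fell and 5 of those that rose were called. *TNFRSF9*, a costimulatory receptor of the tumor necrosis factor family, fell furthest, from 7.84 ± 0.593 to 0.479 ± 0.0952 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of -4.02 (standard error 0.17). *IL24*, a cytokine that acts on epithelial cells, rose by 1.86 (standard error 0.10), and *IL6ST*, the shared signal-transducing receptor of the interleukin 6 family, was at -0.23 (standard error 0.04) with a match to the *ROBO1* siRNA seed in its 3′ UTR. After *SLIT2* knockdown 32 of the 117 genes fell and 25 rose (33 and 25 when adjusted over the list alone), and 11 and 3 were called. *TNFRSF9* fell here too, at -1.65 (standard error 0.12), *IL15RA*, the receptor subunit that presents interleukin 15, rose by 1.05 (standard error 0.087), *IL6ST* by 0.48 (standard error 0.039), and *IL24*, with a match to the *SLIT2* siRNA seed, was at -1.51 (standard error 0.13). For these genes the adjusted p reached 0.00017 after *ROBO1* and 7.2e-07 after *SLIT2* knockdown (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Against all other genes the list was lower after *ROBO1* knockdown (camera, adjusted p = 0.00236), a call lost with an estimated correlation (adjusted p = 0.0579), and it did not pass after *SLIT2* knockdown (adjusted p = 0.333). The paper reports the cytokine-cytokine receptor pathway from these same libraries, and the list holds genes it names, such as *IL1A*, *IL1B* and *CXCL8*. The list result is therefore not independent of the paper.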

**Fig 5:**
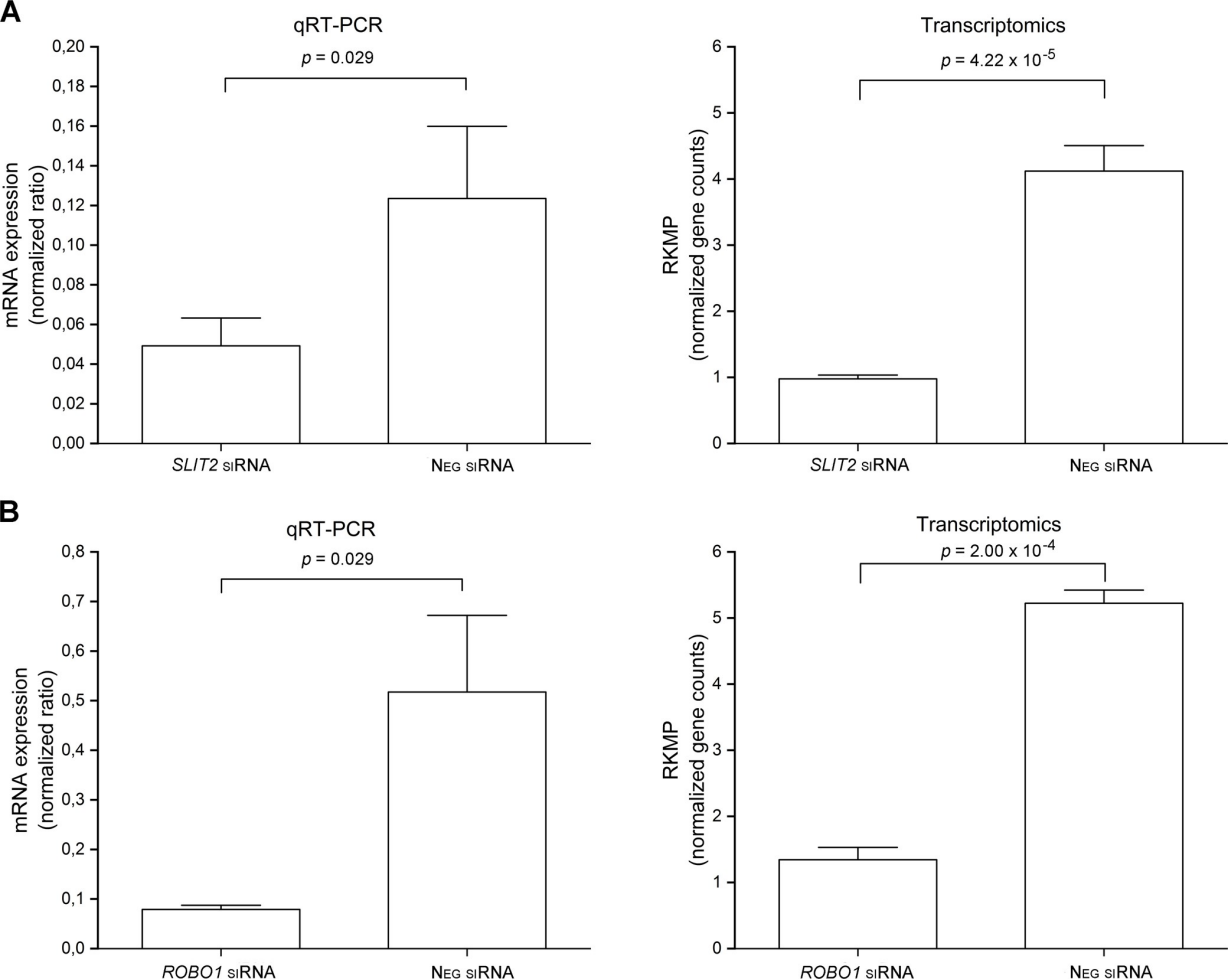
mRNA expression level changes after gene knockdown. *SLIT2* (A) and *ROBO1* (B) were post-transcriptionally knocked down with siRNA in human placental trophoblast continuous cell line HTR8/SVneo. mRNA levels of cells in which *SLIT2* or *ROBO1* were knocked down was compared with mRNA levels from siRNA negative treated control cells. Expression levels of the genes were first determined by qRT-PCR (levels normalized against housekeeping gene *CYC1* mRNA levels). According to qRT-PCR, silencing percentage of *SLIT2* was 60% and silencing percentage of *ROBO1* was 85%. Gene expression levels also determined with high-throughput RNA sequencing. Reads per kilobase of exon per million reads mapped (RKPM) is a normalized gene count value determined in transcriptomic analysis. According to transcriptomics data, silencing percentages were 75% for SLIT2 and 74% for ROBO1. Columns represent median and SD values.

Far fewer genes were affected by *SLIT2* knockdown than by *ROBO1* knockdown, probably because transfection reagent alone upregulated *SLIT2* mRNA levels up to 4-fold (*p* = 0.002) compared to untreated cells. Therefore, knockdown of *SLIT2* expression brought *SLIT2* mRNA levels close to the levels of intact cells. 

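Compared directly, the cells with *ROBO1* knockdown had 221 genes called higher and 531 lower than the cells with *SLIT2* knockdown. *MAOA* was lower after *ROBO1* than after *SLIT2* knockdown, with a log2 difference of -2.31 (standard error 0.22), as were the protocadherin *PCDH7* at -2.30 (standard error 0.14) and the protease inhibitor *SERPINA1*, which has a match to both siRNA seeds, at -2.34 (standard error 0.19). *SCG2* was higher by 2.21 (standard error 0.11) and the noncoding host transcript *MIR503HG* by 1.83 (standard error 0.27). The highest adjusted p among these genes was 5.1e-05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Fewer genes were called higher without *ROBO1* siRNA replicate 6 (140) and with a mean CPM of at least 1 (133), and limma on log2(RPKM + 0.1) called 143 higher and 316 lower. Changes were larger after *ROBO1* knockdown: the median absolute log2 fold change over all 14605 genes was 0.268 against 0.180 after *SLIT2* knockdown, and the 95th percentile was 1.11 against 0.772. Many genes also differed from the controls in the same direction in both knockdowns. The stromal collagen *COL3A1* was at -1.50 (standard error 0.11) after *ROBO1* and -1.56 (standard error 0.11) after *SLIT2* knockdown, and the receptor-like gene *VSTM1*, listed on several contigs, at 1.78 (standard error 0.094) and 1.90 (standard error 0.093) (highest adjusted p = 2e-07 from edgeR). In all 47 genes were called higher and 73 lower in both, where independent lists of these sizes would share 1.89 and 5.85. Of the other genes called in both, 4 were higher after *ROBO1* and lower after *SLIT2* knockdown and 1 was the reverse. Both comparisons share the 3 control libraries, so a difference in the control cells would give shared changes as well. Across genes, which are not independent replicates, the correlation of the fold changes was 0.413 and their covariance 0.0825. In simulations without any effect all 9 libraries, controls included, were drawn from the control means. They gave a mean correlation of 0.487 and a mean covariance of 0.0104 over 20 draws. The draws hold no effect common to all controls, so they cannot test for one. With 0 genes called in either simulated comparison, the draws give no chance level for shared calls. The difference between the observed and the simulated covariance was 0.0721.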

Transfection reagent by itself seemed to activate inflammation-related pathways. The *ROBO1* expression level was not affected by transfection reagent.

*ROBO1* knockdown particularly affected genes encoding membrane receptors and other membrane proteins. 

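Among 814 tested genes whose symbols belong to membrane protein families, 99 (12.2%) were called after *ROBO1* knockdown, 82 lower and 17 higher, against 736 of the 13791 other genes (5.34%). The odds ratio was 2.46 (95% interval 1.94 to 3.08, two-sided Fisher's exact test, p = 4.76e-13). The excess lay among the genes called lower (odds ratio 2.72), while the excess among those called higher did not pass (p = 0.124 from the same exact test). Of 33 protocadherins 14 were called lower and 0 higher, of 196 TMEM genes 14 and 0, and of 250 solute carriers 13 lower and 6 higher. Potassium channel genes went both ways, with 6 of 46 called lower and 4 higher. *PCDH7*, an adhesion protein that lies outside the protocadherin clusters, had a log2 fold change of -1.76 (standard error 0.14), and *KCNU1* one of 2.02 (standard error 0.30). *SLCO2A1*, the prostaglandin transporter, was at -1.49 (standard error 0.096) and *CLDN5*, a tight junction protein of endothelial cells, at -2.78 (standard error 0.59) with few counts. For these transporters, channels and adhesion genes the adjusted p reached 0.00097 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Symbol families stand in for protein location, which no file gives. Genes of the protocadherin clusters share exons and near-identical sequence, so their counts are uncertain.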

KEGG pathway analysis revealed that hematopoietic cell lineage (KEGG ID 4640) had the lowest *p* value (6.57 × 10^−8^) (S15 Table). *ROBO1* knockdown affected 14 of the 42 genes in this pathway: *KIT*, *IL7R*, *IL1R1*, *HLA-DRB1*, *IL1A*, *ITGB3*, *TFRC*, *ANPEP*, *IL1B*, *CD22*, *CD24*, *KITLG*, *CSF3*, and *CD14*. 

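All 14 of these genes were called after *ROBO1* knockdown, 11 lower and 3 higher. *IL7R*, the interleukin 7 receptor, rose from 44.0 ± 3.22 to 149 ± 4.61 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of 1.76 (standard error 0.057). The transferrin receptor *TFRC* rose by 1.20 (standard error 0.048) and *KITLG*, the ligand of *KIT*, by 1.05 (standard error 0.069). The growth factor *CSF3* fell most by log2 fold change, at -2.14 (standard error 0.51) on 57 reads over the control libraries and 11 over the knockdown libraries, followed by the receptor *KIT* at -1.81 (standard error 0.14), *IL1R1*, the signaling receptor of interleukin 1, at -1.68 (standard error 0.096), and the class II antigen *HLA-DRB1* at -1.54 (standard error 0.13). *CD14*, *ITGB3*, *CD24*, *ANPEP* and *CD22* lay between -1.33 and -1.08, and *IL1A* and *IL1B* fell as well. The highest adjusted p, that of *CD14*, was 0.0034 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), with 90 control reads and 31 knockdown reads in all. After *SLIT2* knockdown *IL7R* was at 1.05 (standard error 0.057) and *ANPEP*, an aminopeptidase, at -1.08 (standard error 0.064) (adjusted p = 1.4e-08 and 3.4e-08 from the same edgeR test), and these were the only members called. *KIT* and *CD24* have a match to the *ROBO1* siRNA seed in the 3′ UTR, and *HLA-DRB1* is listed on several contigs of the assembly, where reads of its alleles and paralogs can be lost. The study chose these 14 genes on the same libraries, so their count is not independent evidence. In a list of hematopoietic lineage genes written before the data were examined, 28 of 43 measured members fell and 5 rose after *ROBO1* knockdown (the same counts when adjusted over the list alone; camera, adjusted p = 0.00236, and 0.0362 with an estimated correlation). That list includes all 14 genes of the paper, so its result is not independent of them. Of its members 13 were called lower and 3 higher, and the 14 genes supply 11 and 3 of these calls. After *SLIT2* knockdown 17 fell and 7 rose (18 and 7 over the list alone; camera, adjusted p = 0.173).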

*SLIT2* (FC = 2.0, *p* = 0.005) was among the genes upregulated after *ROBO1* knockdown (S12 Table). 

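*SLIT2* itself rose after *ROBO1* knockdown, from 25.0 ± 2.58 to 51.0 ± 3.59 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of 1.03 (standard error 0.075, adjusted p = 6.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other direction, *ROBO1* was at 0.21 after *SLIT2* knockdown (standard error 0.063, adjusted p = 0.017 from the same edgeR test). Among the other receptors, *ROBO4* was at 0.35 (standard error 0.083) after *ROBO1* and 0.27 (standard error 0.082) after *SLIT2* knockdown, *ROBO3* at -0.16 (standard error 0.08) and -0.24 (standard error 0.08), and *ROBO2* had 0 reads in all 9 libraries. The adjusted p was 0.0024 and 0.017 for *ROBO4*, and 0.093 and 0.026 for *ROBO3* (edgeR). The ligands *SLIT3* and *SLIT1* were at -0.28 (standard error 0.12) and -0.34 (standard error 0.34) after *ROBO1* knockdown, with adjusted p of 0.047 and 0.4 from edgeR. Of 28 measured genes of SLIT-ROBO signaling, 10 rose and 9 fell after *ROBO1* knockdown and 5 rose and 9 fell after *SLIT2* knockdown (the same counts when adjusted over the list alone). Examples after *ROBO1* knockdown were the kinase *ABL2* at 0.65 (standard error 0.072), the GTPase-activating protein *SRGAP1* at 0.55 (standard error 0.063) and *GPC1*, a glypican that binds SLIT proteins, at -0.66 (standard error 0.062) (highest adjusted p = 4.7e-06 from edgeR). Against all other genes the list did not pass (camera, adjusted p = 0.810 and 0.258). The fold change of *SLIT2* after *ROBO1* knockdown was 1.94 without negative control replicate 9, 1.98 without *ROBO1* siRNA replicate 6 and 1.96 with upper quartile scaling, each under the 2-fold limit. In the paper's own qRT-PCR on more specimens (Table 5) *SLIT2* did not change significantly after *ROBO1* knockdown, so the rise in the sequenced libraries was not reproduced there. The adjusted p of *SLIT3* rose above 0.05 under 12 of 19 alternatives, those of *ROBO1* and *ROBO3* after *SLIT2* knockdown under 3 and 4 and that of *ROBO4* under 1.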

One of the gene families highly affected by *ROBO1* knockdown was pregnancy-specific glycoproteins (*PSG*), a complex gene family that regulates maternal–fetal interactions [25]. Of the ten protein-coding human *PSG* genes, six were upregulated after *ROBO1* knockdown. These data indicate that ROBO1 is an important regulator of the HTR8/SVneo cell transcriptome and suggest a role for ROBO1 in modulation of *PSG* gene expression. In addition, ROBO1 appears to have immunomodulatory functions in trophoblast-derived cells.

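The pregnancy-specific glycoproteins are secreted proteins of the immunoglobulin superfamily that trophoblasts make in large amounts. *PSG4* was the only family member with more than 100 reads per library, and it rose from 8.49 ± 0.499 to 19.2 ± 1.98 TMM-normalized CPM (SD, n = 3 libraries each) after *ROBO1* knockdown, a log2 fold change of 1.18 (standard error 0.093, adjusted p = 1.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PSG6* rose by 3.31 (standard error 0.44), *PSG2* by 2.57 (standard error 0.42), *PSG1* by 2.41 (standard error 0.39), *PSG7* by 1.41 (standard error 0.39) and *PSG9* by 1.13 (standard error 0.26) on the log2 scale, with adjusted p of 1.8e-05, 0.00012, 0.00011, 0.0062 and 0.0017 in that order (edgeR). *PSG5* did not pass, at 0.48 (standard error 0.24, adjusted p = 0.1 from edgeR), and *PSG3*, *PSG8* and *PSG11* had too few reads to be tested. After *SLIT2* knockdown none of the 7 tested genes passed, and the family was higher after *ROBO1* than after *SLIT2* knockdown in a direct test (5 of 7 higher, 6 when adjusted over the list alone; camera, adjusted p = 0.00533, and 0.126 with an estimated correlation). Against the control, 6 of 7 rose (6 when adjusted over the list alone; camera, adjusted p = 0.00624, and 0.108 with an estimated correlation). Apart from *PSG4* the genes rest on few reads: *PSG1* had 5 to 6 per control library and 23 to 28 per knockdown library, *PSG2* 2 to 6 and 19 to 26, *PSG6* 2 to 7 and 27 to 44, *PSG7* 4 to 8 and 12 to 14, and *PSG9* 19 to 31 and 40 to 58. The paralogs are near-identical, so reads that fit several of them were left out of the counts and those that remain could be split between them, and *PSG1* and *PSG5* have a match to the *ROBO1* siRNA seed in the 3′ UTR. With limma on log2(RPKM + 0.1) the fold changes of *PSG1*, *PSG2*, *PSG6* and *PSG7* were 2.44, 3.04, 4.23 and 1.74, against 5.32, 5.92, 9.92 and 2.66 from edgeR, and without negative control replicate 7 that of *PSG6* was 18.9. The study names the family from these same libraries, so the counts are not independent evidence of its direction. Separate evidence is the paper's own qRT-PCR on more specimens (Table 5), in which total *PSG* expression was higher after *ROBO1* knockdown. That measurement does not tell the family members apart.

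**Figure D1:**
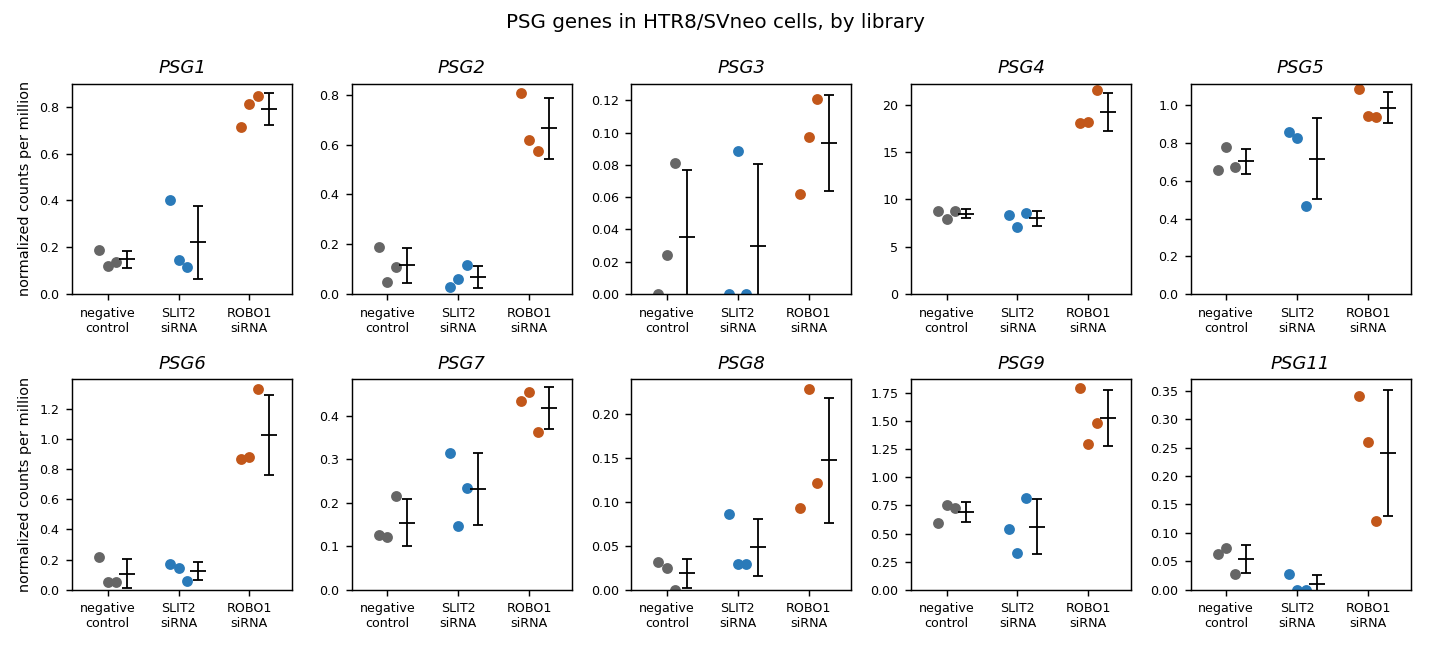
TMM-normalized CPM of the 10 *PSG* genes in each library, with points for single libraries and a bar with whiskers for the mean and SD of the 3 libraries of a group. The vertical scale starts at 0 and differs between panels. For *PSG4* the 3 *ROBO1* siRNA libraries lie above the 3 negative control libraries.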

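Genes of matrix remodelling and invasion, the work of extravillous trophoblasts, went both ways after *ROBO1* knockdown. Of 33 measured members 22 fell and 6 rose, with 8 called lower and 4 higher (the same counts when adjusted over the list alone; camera, adjusted p = 7.75e-05, and 0.0362 with an estimated correlation). The gelatinase *MMP2* was at -2.12 (standard error 0.13), *CEMIP*, which degrades hyaluronan and has a *ROBO1* siRNA seed match, at -1.96 (standard error 0.084) and the membrane-bound *MMP14* at -0.92 (standard error 0.042) on the log2 scale. The urokinase *PLAU* went from 269 ± 12.4 to 134 ± 2.41 TMM-normalized CPM (SD, n = 3 libraries each). The largest change of the list was a rise, that of the metalloproteinase *MMP3*, and *SERPINE1*, the inhibitor of plasminogen activators, rose by 0.88 (standard error 0.075). After *SLIT2* knockdown 16 fell and 7 rose (18 and 7 over the list alone; camera, adjusted p = 0.00137, and 0.163 with an estimated correlation), with *CEMIP* at -1.71 (standard error 0.083) and the tissue plasminogen activator *PLAT* at -0.93 (standard error 0.043). Of 21 measured p53 targets 14 fell and 3 rose after *ROBO1* knockdown (the same when adjusted over the list alone; camera, adjusted p = 0.00427, and 0.115 with an estimated correlation). *TP53INP1*, a stress-response gene, was at -1.23 (standard error 0.10), *TP53I3*, a quinone oxidoreductase, at -0.91 (standard error 0.065) and the death receptor *TNFRSF10B*, with a *ROBO1* siRNA seed match, at -0.86 (standard error 0.049), while *GADD45A*, a growth arrest gene, rose by 0.99 (standard error 0.053). After *SLIT2* knockdown 7 rose and 4 fell (7 and 5 over the list alone; camera, adjusted p = 0.574), and the cell cycle inhibitor *CDKN1A* rose by 0.84 (standard error 0.053), against -0.39 (standard error 0.054) after *ROBO1* knockdown. Stromal markers moved with the matrix genes: 9 of 14 fell and 2 rose after *ROBO1* knockdown (the same over the list alone; camera, adjusted p = 0.00624, and 0.115 with an estimated correlation), among them the smooth muscle actin *ACTA2* at -1.37 (standard error 0.096) and *TAGLN* at -0.90 (standard error 0.059). After *SLIT2* knockdown 4 rose and 4 fell (the same over the list alone; camera, adjusted p = 0.574), with *COL6A3* at 1.33 (standard error 0.066). In the genes named here the adjusted p reached 2.8e-05 after *ROBO1* and 5.7e-08 after *SLIT2* knockdown (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). From its knockdown data the paper proposes that *ROBO1* is an important regulator of the transcriptome of these cells and has a role in modulating *PSG* expression.

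**Figure D2:**
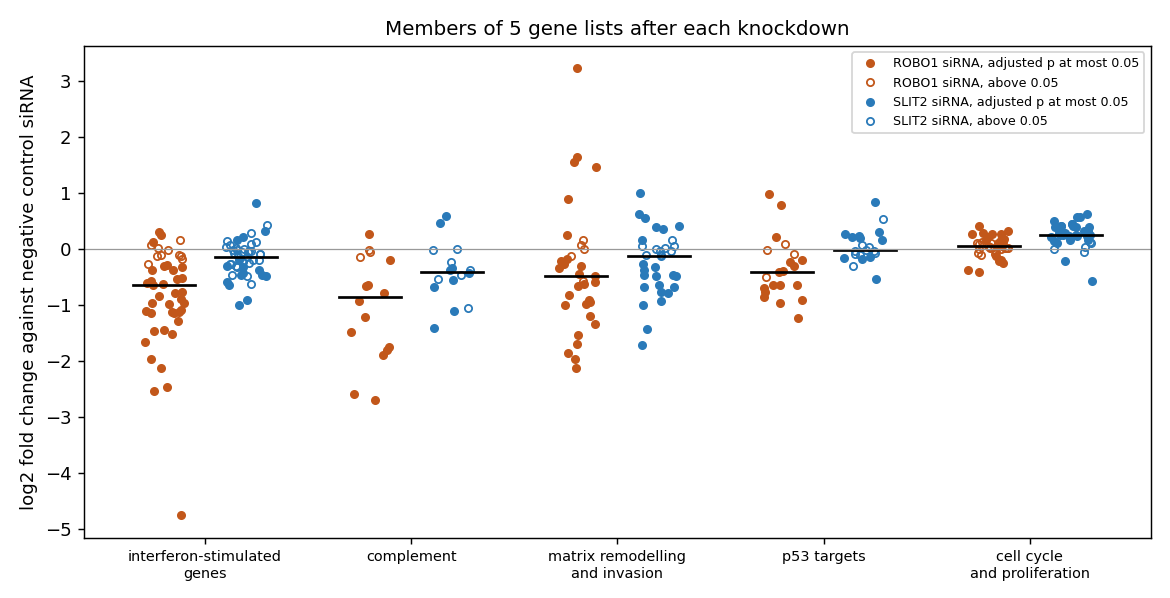
Log2 fold changes against the negative control siRNA of the measured members of 5 gene lists, for *ROBO1* siRNA and *SLIT2* siRNA. Each point is a gene, filled where its adjusted p from edgeR is at most 0.05, and the horizontal bars are medians. In the matrix list 22 of 33 points are filled and below 0 for *ROBO1* siRNA, and in the cell cycle list 31 of 38 are filled and above 0 for *SLIT2* siRNA.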

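Interferon-stimulated genes, which restrain viruses inside cells, were lower after *ROBO1* knockdown: of 47 measured members 34 fell and 3 rose (the same counts when adjusted over the list alone), and 16 were called lower. *IFIT1*, which binds viral RNA, went from 5.30 ± 0.802 to 0.957 ± 0.0893 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of -2.46 (standard error 0.18). *BST2*, which tethers budding virus, was at -1.51 (standard error 0.13), the ubiquitin-like *ISG15* at -1.13 (standard error 0.099) and the secreted *LGALS3BP*, with a *ROBO1* siRNA seed match, at -0.84 (standard error 0.051). The list was lower than other genes (camera, adjusted p = 4.42e-07, and 0.0362 with an estimated correlation). After *SLIT2* knockdown 12 fell and 4 rose (the same over the list alone; camera, adjusted p = 0.112), and in the direct comparison 34 were lower after *ROBO1* than after *SLIT2* knockdown and 5 higher (camera, adjusted p = 0.000159, and 0.126 with an estimated correlation). Among complement genes falls outnumbered rises. After *ROBO1* knockdown 12 of 16 fell and 1 rose (the same over the list alone; camera, adjusted p = 5.04e-05, and 0.0669 with an estimated correlation), and after *SLIT2* knockdown 7 fell and 2 rose (10 and 2 over the list alone; camera, adjusted p = 0.0146, and 0.335 with an estimated correlation). The paper's pathway analysis of these same libraries also lists complement and coagulation after *ROBO1* knockdown, so that result is not independent of the paper. *C3*, the central component, went from 34.2 ± 5.17 to 5.68 ± 0.900 CPM after *ROBO1* knockdown, a log2 fold change of -2.59 (standard error 0.12), and was at -1.11 (standard error 0.11) after *SLIT2* knockdown. *CFI*, the protease that inactivates C3b, was at -2.70 (standard error 0.29) and -1.41 (standard error 0.24), and *C1S*, a protease of the classical pathway, at -1.81 (standard error 0.13) and -0.43 (standard error 0.12). Adjusted p reached 2.6e-06 after *ROBO1* and 0.0094 after *SLIT2* knockdown, that of *C1S* (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *C1S* no longer passed after *SLIT2* knockdown once negative control replicate 9 and *SLIT2* siRNA replicate 3 were left out, a setting chosen after the data were seen.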

To verify our suggestive findings from the RNA sequencing data, we used qRT-PCR to analyze the effect of *ROBO1* knockdown on expression levels of selected genes from a larger number of specimens. Because many inflammation‐related pathways were involved, we investigated *TGFA*, *CXCL6*, and total *PSG* expression levels (Table 5). *TGFA* was downregulated after *ROBO1* knockdown, while *CXCL6* was downregulated by both *ROBO1* and *SLIT2* knockdown. 

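*TGFA*, a ligand of the epidermal growth factor receptor, fell from 7.51 ± 0.342 to 3.61 ± 0.256 TMM-normalized CPM (SD, n = 3 libraries each) after *ROBO1* knockdown, a log2 fold change of -1.06 (standard error 0.093, adjusted p = 3.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After *SLIT2* knockdown *TGFA* was higher than in the control, at 10.1 ± 0.237, a log2 fold change of 0.43 (standard error 0.081, adjusted p = 0.0008 from the same edgeR test). The direct difference between the knockdowns was -1.49 (adjusted p = 1.7e-08 from edgeR). *CXCL6*, a chemokine that attracts neutrophils, fell in both, from 22.4 ± 0.606 in the control to 9.74 ± 0.630 after *ROBO1* and 9.34 ± 0.925 after *SLIT2* knockdown, log2 fold changes of -1.20 and -1.26 (adjusted p = 2.6e-08 and 4.9e-08 from edgeR). Between the knockdowns *CXCL6* differed by 0.06 (standard error 0.085, adjusted p = 0.55 from edgeR). *TGFA* has a match to the *ROBO1* siRNA seed in its 3′ UTR.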

Select members of the *PSG* family were upregulated when *ROBO1* was silenced (Table 5): *PSG1*, *PSG2*, *PSG4*, *PSG6*, *PSG7*, and *PSG9*. To verify, we measured total mRNA expression of different *PSG*s (*PSG1*, *PSG2*, *PSG3*, *PSG4*, *PSG5*, *PSG6*, *PSG7*, *PSG8*, *PSG9*, and *PSG11*) at the same time in one qRT-PCR reaction, as described previously [26]. 

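In the sequenced libraries *IL6*, a cytokine of the acute phase response, fell after *SLIT2* knockdown from 16.5 ± 1.76 to 10.7 ± 0.260 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of -0.62 (standard error 0.084, adjusted p = 5.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After *ROBO1* knockdown it was at 14.2 ± 0.990, a log2 fold change of -0.22 (standard error 0.083, adjusted p = 0.036 from the same edgeR test). *SRGAP3*, a Rho GTPase-activating protein that binds *ROBO1*, fell after *ROBO1* knockdown at -1.15 (standard error 0.23, adjusted p = 0.0006 from edgeR) and was at -0.02 after *SLIT2* knockdown (adjusted p = 0.94 from edgeR). *TNF*, which encodes TNFA, had 7 reads over the 3 control libraries, 10 after *SLIT2* knockdown and 0 after *ROBO1* knockdown, too few to be tested. The adjusted p of *IL6* after *ROBO1* knockdown rose above 0.05 with DESeq2, without *ROBO1* siRNA replicate 5 or 6 and without negative control replicate 7.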

We also tested the effect of knockdown on *IL6*, *TNFA*, and *SRGAP3* (Table 5).

**Table 5:** Comparison of RNA sequencing and qRT-PCR of *ROBO1* and *SLIT2* genes affected by knockdown. Gene expression changes after *SLIT2/ROBO1* knockdown were verified in a larger number of specimens (*n* = 6) by qRT-PCR. SLIT2 and ROBO1 were silenced in HTR8/SVneo commercial cell line with siRNAs. mRNA levels of SLIT2/ROBO1-silenced cells were compared with mRNA levels of cells treated with negative siRNA. In addition to genes affected by gene knockdown according to RNA sequencing data, we tested the effect of knockdown on mRNA expression of well-known cytokines *IL-6* and *TNF-A*.

Gene		RNA seq: ROBO1 knockdown		RNA-seq: SLIT2 knockdown		qRT-PCR: ROBO1 knockdown		qRT-PCR: SLIT2 knockdown	
ID	Description	FC^a^	*p*–value^b^	FC^a^	*p*–value^b^	FC^a^	*p*–value^c^	FC^a^	*p*–value^c^
***ROBO1***	roundabout guidance receptor 1	-3.83	<0.001	1.15	0.0607	-7.56	0.002	-1.08	0.699
***SLIT2***	slit guidance ligand 2	2.05	0.004	-4.00	<0.001	1.03	0.699	-3.99	0.002
***TGF-A***	transforming growth factor alpha	-2.07	0.004	1.35	0.014	-1.81	0.041	1.24	0.132
***CXCL-6***	C-X-C motif chemokine ligand 6	-2.30	<0.001	-2.41	0.010	-2.74	0.002	-2.94	0.002
***SRGAP3***	SLIT-ROBO Rho GTPase activating protein 3	-2.19	0.004	-1.03	0.883	-1.73	0.065	-1.13	0.589
***PSG1***	pregnancy specific beta-1-glycoprotein 1	5.05	<0.001	1.30	0.436				
***PSG2***	pregnancy specific beta-1-glycoprotein 2	5.90	0.005	-1.54	0.266				
***PSG4***	pregnancy specific beta-1-glycoprotein 4	2.26	0.004	-1.06	0.526				
***PSG5***	pregnancy specific beta-1-glycoprotein 5	1.40	0.009	-1.01	0.963				
***PSG6***	pregnancy specific beta-1-glycoprotein 6	10.34	0.004	1.32	0.576				
***PSG7***	pregnancy specific beta-1-glycoprotein 7	2.65	0.005	1.45	0.128				
***PSG9***	pregnancy specific beta-1-glycoprotein 9	2.18	0.004	-1.30	0.261				
***total PSG***	total expression of pregnancy specific beta-1-glycoproteins					1.71	0.015	-1.14	0.310
***IL-6***	interleukin 6	-1.16	0.072	-1.54	0.014	-1.38	0.041	-1.53	0.002
***TNF-A***	tumor necrosis factor					-4.44	0.002	-1.06	0.818

^a^Expression ratio (fold-change) between compared sample groups. Comparison between ROBO1/*SLIT2-*silenced cells and siRNA negative–treated control cells.

^b^FDR-adjusted *p* value for comparisons between sample groups (*ROBO1/SLIT2*-silenced and negative-control cells).

The results of qRT-PCR were generally in line with those of transcriptome sequencing (Table 5). Knockdown of *ROBO1* downregulated mRNA expression of *TGFA* (S4A Fig). Knockdown of either *ROBO1* or *SLIT2* downregulated *CXCL6*, whereas *PSG*s were upregulated by *ROBO1* knockdown, similar to the results of RNA sequencing. Inflammatory cytokines *IL6* and *TNFA* were both downregulated after *ROBO1* knockdown (S4B Fig). *IL6* was also downregulated after *SLIT2* knockdown. There was a trend toward downregulation of *SRGAP3* by *ROBO1* knockdown. Thus, the RNA sequencing and qRT-PCR results are in accordance and confirm that *ROBO1* knockdown affects the expression of immune response–modifying genes in a cell culture model.

## Discussion

Both maternal and fetal genetic factors contribute to SPTB. Nevertheless, variants in the fetal genome associated with SPTB predisposition are not well known. Our aim was to identify fetal genetic factors associated with SPTB. To this end, we performed a case–control GWAS study in a Finnish population that is known to be relatively genetically homogeneous. Based on these results, we identified a *SLIT2* variant as a plausible factor for SPTB susceptibility. This led to further investigations to define high-risk populations and characterize *SLIT2* and *ROBO1* expression in the placenta and in trophoblast cells.

The association of the *SLIT2* variant with SPTB was strongest in the population of very premature births (<32 weeks gestation), and this association was replicated in a European population with SPTB fetuses from 24 to 30 weeks gestation. We detected association signals for SNPs in a region that encompassed *SLIT2* and for SNPs in a region downstream of *ROBO1*, which encodes the receptor for SLIT2. *SLIT2* and *ROBO1* encode proteins of the SLT2-ROBO1 signaling pathway; previous studies have indicated that this pathway is associated with different types of pregnancy complications, including preeclampsia [27,28], impaired placentation of missed and threatened miscarriage in early pregnancy [29], trophoblast invasion, and vascular remodeling during ectopic tubal pregnancy [29,30]. Our hypothesis-free GWAS study provides evidence that these genes have a role in another pregnancy complication, SPTB.

We did not detect associations that would reach the stringent level of genome-wide significance (*p*<10^**−8**^). This may be due to a relatively small sample size in the GWAS, which was one of the limitations in the study. However, we did identify signals below the generally used threshold of suggestive association (*p* <10^**−5**^). Moreover, the SPTB-associated SNPs in the *SLIT2* locus showed association in an independent data set. In the future, there is a need to validate our findings in larger data sets to detect signals that may have gone undetected in the current sample size.

Previous study presented that fetal *de novo* mutations in genes that are involved in brain development are associated with preterm birth [31]. In line with this notion, SLIT2-ROBO1 signaling has a well-documented role in axon guidance during the development of the nervous system [32]. Therefore, it appears that at least in part the same fetal genetic factors are involved both in the onset of preterm birth and in brain development. It is known that preterm birth increases the risk of compromised brain development [33,34]. How much of the risk can be explained by shared genetic risk factors remains to be determined.

KEGG pathway analysis of GWAS data showed that the top-ranking pathway was SLIT2/ROBO1 signaling–regulated axon guidance. Previous studies have indicated that brain and placental development may share common pathways [35–37]. Although SLIT and ROBO were originally identified as axon guidance cues, they interact in many other cellular processes, including regulation of cell migration, cell death, and angiogenesis. As such, they have an essential role in the development of tissues such as lung, liver, kidney, breast, and tissues of the reproductive system [38,39].

Trophoblasts cover a large portion of the placenta and have multiple roles in the maintenance of pregnancy. Invading trophoblasts have a critical function in biogenesis of the placenta [40,41]. Later during pregnancy, decidual trophoblasts may have a role in silencing immune cells in the decidua. The lining of placental villae consists of the syncytiotrophoblast layer and cytotrophoblasts, which have roles ranging from immune protection to uptake of nutrients from maternal blood [42]. In addition to their functions in biogenesis of the placenta and maintenance of pregnancy, trophoblasts may participate in labor induction [43]. Two‐thirds of early pregnancy failures may present with reduced trophoblast invasion [29]. SLIT-ROBO signaling may play autocrine and/or paracrine roles in trophoblast functions, such as differentiation and invasion, by influencing the migration of trophoblastic cells [29,44]. Thus, SLIT2-ROBO1 signaling may be involved in the pathogenesis of pregnancy failures *via* their effect on trophoblastic cell functions. Indeed, our immunohistochemical experiments demonstrated that villous and decidual trophoblasts from preterm and term placentas were strongly positive for SLIT2 and ROBO1. These results are in line with those of a previous study, which demonstrated that villous syncytiotrophoblasts express high levels of SLIT2 and ROBO1. The study also found that trophoblastic endothelial cells highly coexpress multiple SLIT ligands (SLIT2, SLIT3) and ROBO receptors (ROBO1, ROBO2, and ROBO4) in full-term placenta. Thus, SLIT-ROBO signaling may also have an important role in the regulation of normal placental functions [27].

An earlier study found that levels of several *SLIT*/*ROBO* mRNAs and proteins are higher in preeclamptic placentas compared to normal controls [27]. Our data indicate that mean *SLIT2* and *ROBO1* mRNA levels were higher in SPTB placentas compared to placentas from spontaneous term deliveries and to placentas from elective preterm births. Consequently, increased levels of *SLIT2* and *ROBO1* mRNAs were associated with SPTB. In addition, *SLIT2* may have a role in term spontaneous labor, as *SLIT2* mRNA and protein expression are decreased in the myometrium after spontaneous term labor [45].

In addition to the associations of both the *SLIT2* variant and mRNA expression of *SLIT2* and *ROBO1* in basal plate of placenta with SPTB, *SLIT2* mRNA levels in placentas were associated with the birth weight of fetuses born after spontaneous labor. A GWAS of beef cattle identified *SLIT2* as a candidate gene that affects the weight of internal organs [46]. As the fetal growth and intrauterine distention negatively associates the duration of pregnancy [47] influence of *SLIT2* on fetal size is a potential mechanism that remains to be studied as a cause of SPTB.

To understand more about the function of *SLIT2* and *ROBO1* in trophoblast cells, we silenced their expression separately in immortalized extravillous invading trophoblasts. Altogether, 26 and 826 genes were affected by *SLIT2* or *ROBO1* siRNA knockdown, respectively. The low number of genes affected by *SLIT2* knockdown was probably because the transfection reagent alone upregulated *SLIT2* mRNA levels compared to untreated cells. Consequently, knockdown of *SLIT2* expression only brought *SLIT2* mRNA levels back to the levels of control cells. However, the mRNA expression level of *ROBO1* was not affected by the transfection reagent. Genes affected by ROBO1 knockdown were mostly related to infection, inflammation, and immune response. These results correspond with those of previous studies, suggested that members of the SLIT and ROBO families act as regulators of the inflammatory response [45,48]. Both pro‐inflammatory [45,49,50] and anti‐inflammatory [48,51] functions have been reported. 

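Over 7 immune lists written before the data were examined, 58 of 247 tested genes (23.5%) were called after *ROBO1* knockdown against 777 of 14358 other genes (5.41%), an odds ratio of 5.36 (two-sided Fisher's exact test, p = 7.59e-21). Of these, 52 were called lower and 6 higher. After *SLIT2* knockdown 18 of the 247 (7.29%) were called against 1.75% of other genes (odds ratio 4.42, p = 7.52e-07 from the same exact test). The listed genes made up 6.95% of the 835 genes called after *ROBO1* knockdown and 6.69% of the 269 called after *SLIT2* knockdown. The lists were joined after their single results had been seen. They include the 14 hematopoietic genes that the study chose on these libraries, all 14 of them called after *ROBO1* knockdown. They also include *CXCL8*, *CCL2* and *CXCL6*, which the paper names as downregulated, so the excess is not independent of the paper. The exact test treats genes as independent replicates, which they are not. Of 21 NF-kB targets 9 fell and 4 rose after *ROBO1* knockdown (the same when adjusted over the list alone; camera, adjusted p = 0.0570) and 10 fell and 3 rose after *SLIT2* knockdown (the same over the list alone; camera, adjusted p = 0.284). *BCL3*, a nuclear regulator of NF-kB, was at -1.25 (standard error 0.094) and -0.66 (standard error 0.09) on the log2 scale in that order, with a *SLIT2* siRNA seed match. The adhesion molecule *ICAM1* was at -0.80 (standard error 0.052) and 0.21 (standard error 0.05), and *NFKBIA*, the inhibitor that NF-kB induces, at -0.63 (standard error 0.046) and -0.28 (standard error 0.045). Of 23 genes of antigen presentation 14 fell and 4 rose after *ROBO1* knockdown (14 and 5 over the list alone; camera, adjusted p = 0.0570), while 9 rose and 2 fell after *SLIT2* knockdown (the same over the list alone; camera, adjusted p = 0.0281, and 0.335 with an estimated correlation). *PSMB9*, a subunit of the immunoproteasome listed on several contigs of the assembly, was at -0.60 (standard error 0.10) and 0.61 (standard error 0.093). Leukocyte markers moved with the immune lists: 6 of 9 fell and 1 rose after *ROBO1* knockdown (the same over the list alone; camera, adjusted p = 0.0283, and 0.113 with an estimated correlation), and 2 rose and 2 fell after *SLIT2* knockdown (2 and 3 over the list alone; camera, adjusted p = 0.674). The integrin *ITGAX* was at -2.17 (standard error 0.19) and *LAPTM5*, a lysosomal protein, at -1.53 (standard error 0.29) after *ROBO1* knockdown, with 535 and 77 reads over the controls. The highest adjusted p of the genes named was 0.00037 after *ROBO1* and 0.0042 after *SLIT2* knockdown (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).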

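Of 20 measured proinflammatory cytokines and chemokines, 17 fell and 1 rose after *ROBO1* knockdown, and 12 fell and 1 rose after *SLIT2* knockdown (17 and 1, and 12 and 2, when adjusted over the list alone). *CXCL8*, the main chemokine that attracts neutrophils, went from 87.0 ± 6.87 in the negative control to 30.2 ± 1.71 TMM-normalized CPM after *ROBO1* knockdown (SD, n = 3 libraries each), a log2 fold change of -1.53 (standard error 0.10), and was at -1.75 (standard error 0.10) after *SLIT2* knockdown. The neutrophil chemokine *CXCL1* was at -0.99 (standard error 0.052) and -1.21 (standard error 0.052) in that order, and *CXCL12*, which acts on lymphocytes and has a match to the *SLIT2* siRNA seed, at -1.15 (standard error 0.10) and -1.31 (standard error 0.10). Other members differed between the knockdowns. *CCL2*, which attracts monocytes, was at -2.27 (standard error 0.23) after *ROBO1* and -0.07 (standard error 0.18) after *SLIT2* knockdown, a direct difference of -2.20. *IL1B*, a cytokine of the inflammasome, was at -1.07 (standard error 0.064) and 0.09 (standard error 0.061), with a difference of -1.16, and the related *IL1A* at -1.32 (standard error 0.10) and 0.44 (standard error 0.087), with a difference of -1.76. *IL11*, which controls decidualization, rose by 0.95 (standard error 0.074) after *ROBO1* knockdown and was at 0.18 (standard error 0.075) after *SLIT2* knockdown. The highest adjusted p was 1.2e-06 after *ROBO1* knockdown, 0.0011 for *CXCL8*, *CXCL1*, *CXCL12* and *IL1A* after *SLIT2* knockdown and 2.2e-06 for the differences, while *CCL2*, *IL1B* and *IL11* did not pass after *SLIT2* knockdown (0.78, 0.24 and 0.074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list was lower than other genes in both knockdowns (camera, adjusted p = 1.54e-06 and 9.13e-07, and 0.0283 and 0.0287 with an estimated correlation) and did not pass in the direct comparison of the knockdowns (adjusted p = 0.185). Both comparisons share the control libraries, so higher expression in the control cells cannot be told apart from a fall in both knockdowns. The list holds *IL1A*, *IL1B*, *CXCL8*, *CCL2* and *CXCL6*, which the paper names as downregulated after *ROBO1* knockdown, so that result is not independent of the paper.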

Our results from invading trophoblast cells support a proinflammatory role for SLIT2-ROBO1 signaling, since the genes downregulated by *ROBO1* knockdown included proinflammatory cytokines and chemokines such as *IL1A*, *IL1B*, *CXCL8*, *CCL2*, and *CXCL6*. It is widely acknowledged that IL1 in particular, as well as other proinflammatory cytokines and chemokines, is associated with preterm labor [52–54]. IL1B is a primary secretory product of the inflammasome and as such is thought to have central roles in initiation of preterm labor, such as in the induction of prostaglandin synthesis. Both polymorphisms of *IL1A* and *IL1B*, as well as increased levels of IL1B, are associated with preterm birth [19,54–56]. CXCL6 is increased in amniotic fluid from patients with preterm labor complicated by intra-amniotic inflammation and from patients with SPTB without intra-amniotic infection/inflammation [57]. We propose that in trophoblast cells *ROBO1* has a role in regulation of proinflammatory mediators. 

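Of 49 measured genes of angiogenesis and vasculogenesis, listed before the data were examined, 17 rose and 19 fell after *ROBO1* knockdown and 16 rose and 15 fell after *SLIT2* knockdown (18 and 20, and 16 and 16, when adjusted over the list alone). Of these, 3 were called higher and 6 lower after *ROBO1* knockdown, and 2 and 2 after *SLIT2* knockdown. *ADM*, a vasodilator peptide, rose from 55.5 ± 3.70 to 124 ± 1.01 TMM-normalized CPM (SD, n = 3 libraries each) after *ROBO1* knockdown, a log2 fold change of 1.16 (standard error 0.051), and by 0.73 (standard error 0.051) on the log2 scale after *SLIT2* knockdown. *THBS2*, an inhibitor of angiogenesis, was at -1.42 (standard error 0.061) and -1.20 (standard error 0.06). After *SLIT2* knockdown *APLN*, the ligand of an endothelial receptor, rose by 1.55 (standard error 0.094) and the growth factor *PDGFB* by 1.22 (standard error 0.11), against 0.02 (standard error 0.10) and -0.63 (standard error 0.13) after *ROBO1* knockdown. *EPAS1*, a hypoxia-inducible factor, was at 0.48 (standard error 0.046) after *ROBO1* and -0.61 (standard error 0.046) after *SLIT2* knockdown. The highest adjusted p was 0.00091 after *ROBO1* knockdown, apart from *APLN* (0.91), and 1.6e-06 after *SLIT2* knockdown (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). As a set the list did not pass against other genes (camera, adjusted p = 0.471 and 0.674). Camera tests for a shift in 1 direction, so it gives no verdict on a list that went both ways. The mixed form of limma's fry test allows both directions, and the list passed it (adjusted p = 1.2e-07 after *ROBO1* and 1.35e-07 after *SLIT2* knockdown). That test does not compare the list with other genes, but it shows that members changed. Among all 14605 genes tested 835 were called after *ROBO1* and 269 after *SLIT2* knockdown. Of 11 measured endothelial markers 3 rose and 3 fell after *ROBO1* knockdown and 3 rose and 4 fell after *SLIT2* knockdown (3 and 4 over the list alone in both; camera, adjusted p = 0.471 and 0.718).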

Genes involved in vascular formation (vasculogenesis) or development (angiogenesis) were not affected by *SLIT2* or *ROBO1* knockdown in trophoblasts.

The PSG family was one of the immune response–associated gene families affected by *ROBO1* knockdown. PSGs include ten placental trophoblast–synthetized glycoproteins that belong to the immunoglobulin superfamily [58]. Of the six *PSG*s upregulated by siRNA-induced knockdown, *PSG1* was ranked among the top three upregulated genes (S12 Table). 

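By log2 fold change *PSG1* ranked 14 among the 207 genes called higher after *ROBO1* knockdown, *PSG6* ranked 2 and *PSG2* ranked 11. By adjusted p from edgeR their ranks were 118, 99 and 121. In S12 Table *PSG1* stands in row 4 of 216 genes and is number 18 by the table's fold change, where *PSG6* is number 3 and *PSG2* number 13. Among the first 3 genes of the table *LOC100289650* had a log2 fold change of 3.36 (standard error 0.50) on 4 reads over the controls and 39 over the knockdown libraries, and the noncoding RNA *PTCSC3* was at 2.65 (standard error 0.27) (adjusted p = 5.4e-05 and 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).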

PSGs are essential in the maintenance of normal pregnancy [58]; thus, altered *PSG* expression patterns could influence pregnancy complications. Over the years, complications such as abortion, preeclampsia, intrauterine growth retardation, fetal distress, and preterm delivery have all been linked to low PSG levels [58–63]. As *ROBO1* was upregulated in SPTB placentas and knockdown of *ROBO1* upregulated expression of *PSG* genes, we propose that ROBO1 signaling is important in downregulation of the expression of *PSG*s. In addition, PSG1 activates TGF-B 1 and TGFB2 [25,64,65]; *TGFB1* suggestively associated with SPTB [13] and TGFB2 prevented preterm birth in experimental inflammatory stress [66].

The innate immune response and inflammation contribute to labor and delivery, particularly in preterm pregnancies [3,22,67,68]. Upregulation of proinflammatory cytokines stimulates and potentiates uterine contractions in the myometrium [69–71]. In preterm labor and delivery, it is mostly inflammatory signals that spread to the placenta, fetal membranes, and fetal compartment. It is plausible that *SLIT2* and *ROBO1* expressed by trophoblasts are associated with SPTB via regulation of inflammation-related factors. *SLIT2*-*ROBO1*–guided activation and propagation of inflammatory mediators throughout the fetal–maternal trophoblast interface of the uterine wall would likely influence the tissues actively involved in labor and delivery. As knockdown of *ROBO1* downregulated many of the genes that encode cytokines and chemokines, it is probable that upregulation of *ROBO1* in SPTB placentas compared to term placentas would also affect expression of these genes. There is both epidemiological and experimental evidence that untimely expression of cytokines and chemokines by either fetal or maternal tissues upregulates the activity of mediators, which leads to premature initiation of the parturition process [72].

In conclusion, the GWAS detected fetal association signals for SPTB and duration of pregnancy in the vicinity of *SLIT2* and *ROBO1*. *SLIT2* and *ROBO1* were upregulated in SPTB placentas, and further functional studies confirmed that this signaling pathway has a role in regulation of the pathways associated with infection, inflammation, and immune response in trophoblast-derived cells. These results suggest that *SLIT2* and *ROBO1* play specific roles in increasing susceptibility to SPTB. SLIT2-ROBO1 signaling is associated with complications in early pregnancy and it is possible that it influences invading trophoblasts during placentation. Based on the currently available evidence, we propose that activation of *SLIT2-ROBO1* expression and signaling in trophoblast cells contributes to inflammatory and immune activation, which in turn leads to early labor and preterm birth.

## Materials and methods

### Ethical approval

The present studies received ethical approval from the participating centers (Oulu University Hospital 79/2003, 14/2010, and 73/2013). Informed consent was obtained from study participants or their parents.

### Study populations in genetic studies

Characteristics of the Finnish study populations are summarized in S1 Table. The discovery GWAS study population consisted of singleton SPTB and term infants sampled in Oulu and Tampere University Hospitals. The study subjects were recruited prospectively during 2004–2014 and retrospectively from the 1973–2003 birth diaries of Oulu University Hospital. For replication, we downloaded the summary statistics of a European population described in a recent study by Rappoport *et al*. [20] through ImmPort (http://www.immport.org/: SDY1205, DOI: 10.21430/M37N6PJEQT). This population includes 260 SPTB cases (139 male and 121 female infants) and 9,630 controls (4,055 males and 5,575 females). The cases were very preterm infants born between 25 and 30 weeks of gestation and were clinically defined as SPTB in 2005–2008. The control population consisted of adults, originally from the Health and Retirement Study (HRS) [73], who were matched for ethnicity with the European cases.

In the Finnish cohorts, SPTB was defined as birth occurring after spontaneous onset of labor at <36 completed weeks + 1 day of gestation. All medically indicated preterm births and deliveries that included known major risk factors were excluded. These criteria led to exclusion of preterm deliveries that involved the following conditions or characteristics: multiple gestation, preeclampsia, intrauterine growth restriction, placental abruption, polyhydramnios, fetuses with anomalies, clinical chorioamnionitis or acute septic infection in the mother, diseases in the mother that could influence timing of delivery, alcohol/narcotic use, and accidents. Term birth was defined as birth occurring at 38–41 weeks (38 wk + 0 d to 41 wk + 6 d) of gestation. The following conditions were used as exclusion criteria for the control population: multiple gestation, intrauterine growth restriction, placental abruption, polyhydramnios, fetuses with anomalies, and requirements for special care of the newborn. All control infants were from families with at least two term deliveries without any preterm deliveries in the family.

### DNA sample preparation, genotyping, and SNP inclusion criteria

Umbilical cord blood, umbilical cord tissue, or saliva was obtained from the study subjects. Commercial kits were used to extract genomic DNA from blood (UltraClean Blood DNA Isolation Kit; MO BIO Laboratories, Inc., Carlsbad, CA, USA or Puregene Blood Core Kit; Qiagen, Hilden, Germany) and cord tissue (Gentra Puregene Tissue Kit, Qiagen). OraGene DNA collection kits (DNA Genotek, Ontario, Canada) were used for collecting saliva, and DNA was extracted with the prepIT-L2P kit (DNA Genotek). Genome-wide SNP genotyping was performed with the Infinium HumanCoreExome BeadChip (Illumina, San Diego, CA, USA) by the Technology Centre, Institute for Molecular Medicine Finland (FIMM), University of Helsinki.

### Processing of genome-wide SNP data

Genome-wide SNP data were processed with PLINK, v. 1.9 [74]. SNPs with minor allele frequency (MAF) < 0.01, genotyping rate < 0.9, or deviation from Hardy–Weinberg equilibrium (*p* < 0.0001) were excluded. Individuals with > 0.1 missing genotypes were excluded. Identical by descent (IBD) clustering and multidimensional scaling (MDS) analyses were performed with a linkage disequilibrium–pruned SNP set; population outliers and close relatives (pihat > 0.2) were excluded. Prephasing of genotypes was performed with SHAPEIT2 [75], followed by statistical imputation with IMPUTE2 [76] using the 1000 Genomes Phase 3 variant set (October 2014) as the reference panel. Before association analysis, SNPs with impute info score < 0.8 or MAF < 0.05 in cases or controls were excluded. Altogether 6,778,521 SNPs or short insertions/deletions remained for analysis after these quality control steps.

### Statistical analyses in genetic studies

Associations between SPTB or GA and SNPs were assessed with the frequentist test under the additive model with SNPtest, v. 2.5.2 [77]. After the primary analysis, the following subgroups of SPTB infants were assessed: (1) very preterm infants (GA 23–31 wk + 6 d), (2) moderate-to-late SPTB infants (GA 32 wk + 0 d to 36 wk + 0 d), (3) PPROM before onset of labor, and (4) no PPROM before onset of labor. To account for population substructure in the GWAS, the first two MDS dimensions were included as covariates. In the GWAS, the effect of population stratification was minimal (λ = 1.03). Gene set analysis (GSA)-SNP was used to search for gene set enrichment in pathway analysis [78]. We included only genotyped SNPs located within genes in this analysis to avoid the complicating effects of SNPs in linkage disequilibrium. R, v. 3.2.2 (https://www.r-project.org) was used to create Manhattan plots. LocusZoom [79] was used to create regional association plots.

### Functional annotation of SNPs

We annotated SNPs with three approaches: (1) We used Genotype-Tissue Expression (GTEx) data to analyze whether the SNPs overlap with *cis* expression quantitative trait loci (eQTLs) [80]; 2) we screened whether the SNPs had been associated with any phenotypes in previous GWA studies using the GWAS catalog[81]; and (3) we assessed whether the SNPs were located within putative regulatory regions using HaploReg, v. 4.1 [82].

### Placental samples for immunohistochemistry and qRT-PCR

Samples from human placenta were collected at Oulu University Hospital during 2010–2016 as described [16]. The placental samples used in immunohistochemical staining and in qRT-PCR analysis of *SLIT2* and *ROBO1* expression were subject to similar inclusion criteria as the samples used in GWAS. The inclusion criteria of gestational age for preterm placental samples was from 25 weeks to 36 weeks+ 6 days and 39 weeks to 41 weeks + 6 days for term samples. The same conditions (multiple gestation, intrauterine growth restriction, placental abruption, polyhydramnios, fetuses with anomalies or requirements for special care of the newborn) as in GWAS were used as exclusion criteria for term controls. Spontaneous preterm samples had almost the same exclusion criteria except the population included few cases with chorioamnionitis or oligohydramnion. The control group of elective preterm samples included cases with various pregnancy complications like IUGR or pre-eclampsia resulting in elective preterm delivery without labor.

Specifically, in total, 18 placental samples were analyzed by immunohistochemistry. Twelve samples were from SPTB deliveries (GA from 25 wk + 2 d to 35 wk + 2 d), and six were from spontaneous term deliveries (GA from 39 wk + 4 d to 41 wk +1 d). Samples from both basal and chorionic plates were included in the study.

RT-qPCR was performed with 23 placental samples from SPTB (GA from 25 wk + 2 d to 36 wk + 0 d), 34 from elective preterm birth (EPTB) (GA from 25 wk + 1 d to 36 wk + 6 d), and 23 from spontaneous term birth (STB) (GA from 39 wk + 1 d to 41 wk + 6 d).

### Sample preparation and immunohistochemical staining

Localization of encoded proteins was visualized in placental tissues by immunohistochemical staining. Samples were embedded in paraffin and cut into 4-μm slices, deparaffinized, and rehydrated. Antigen retrieval was done in Tris-EDTA buffer. Endogenous peroxidase activity was blocked in blocking solution (Agilent, Santa Clara, CA, USA). Samples from the chorionic plate were incubated with mouse anti-human SLIT2 antibody (1:4000 dilution, PA5-3113; ThermoFisher Scientific, Waltham, Massachusetts, USA) or mouse anti-human ROBO1 antibody (1:2000, PA5-34931; ThermoFisher Scientific). Samples from the basal plate of the placenta were incubated in a 1:5000 dilution of mouse anti-human SLIT2 antibody and 1:1000 dilution of mouse anti-human ROBO1 antibody. Bound antibodies were detected with the Envision kit (Agilent).

### Quantitative PCR

Tissue samples were homogenized, RNA was isolated with the RNeasy Mini Kit (Qiagen), and cDNA was synthetized as described previously [16]. After the RT-PCR, cDNA samples were diluted 1:2 using Rnase-free H_2_0.

*SLIT2* and *ROBO1* were relatively quantified by intron spanning assays with Light-Cycler96 (Roche Diagnostics, Risch-Rotkreuz, Switzerland) and cytochrome c-1 (*CYC1*) as a reference gene. *CYC1* was chosen as a reference gene because it is one of the most stably expressed genes in the placenta [16,83–85]. Primers and probes were: forward 5′-CTTCCAGAGACCATCACAGAAA-3′ and reverse 5′-CGTCTAAGCTTTTTATATGGTGAGAA-3′ for *SLIT2* (with UPL probe #79), forward 5′-CGCAGAGAAACCTACACAGATG-3′ and reverse 5′-GGATTGGGCAGTAGGTGACT-3′ for *ROBO1* (with UPL probe #31), and forward 5′-ATAAAGCGGCACAAGTGGTCA-3′ and reverse 5′-GATGGCTCTTGGGCTTGAGG-3′ for *CYC1* (with UPL probe #47). Probes were from the Universal Probe library (UPL) Set (Roche Diagnostics). Each qPCR measurement was done in triplicate. Levels of *SLIT2* and *ROBO1* were normalized against the *CYC1* level, and relative quantifications were then assessed with the ΔΔ cycle threshold method. A few randomly chosen qPCR products were also verified by agarose gel electrophoresis and Sanger sequencing.

Primers and probes genes for transforming growth factor alpha (*TGFA*), C-X-C motif chemokine ligand 6 (*CXCL6*), and SLIT-ROBO Rho GTPase activating protein 3 (*SRGAP3*) *w*ere: forward 5′-CCCTGGCTGTCCTTATCATC-3′ and reverse 5′-GGCACCACTCACAGTGTTTTC-3′ for *TGFA* (with UPL probe #74), forward 5′-CCAGAAAATTTTGGACAGTGG-3′ and reverse 5′-GGGATCTCCAGAAAACTGCTC-3′ for *CXCL6* (with UPL probe #61), and forward 5′-GAAGGGCACTCGATGAGGT-3′ and reverse 5′-GCTCATGGTCTTCTCGATGTC-3′ for *SRGAP3* (with UPL probe #66).

Total mRNA expression of different *PSG*s was measured with PCR primers: forward 5′-CCTCTCAGCCCCTCCCTG-3′ and reverse 5′-GGCAAATTGTGGACAAGTAGAAGA-3′ (with UPL probe #15), which are complementary to sequences conserved in all but two *PSG* transcript variants that both lack the N domain [26]. *IL6* and *TNFA* were analyzed with primers forward 5′-GCCCAGCTATGAACTCCTTCT-3′ and reverse 5′-GCGGCTACATCTTTGGAATC-3′ for *IL-6* (with UPL probe #43) and forward 5′-CAGCCTCTTCTCCTTCCGAT-3′ and reverse 5′-GCCAGAGGGCTGATTAGAGA-3′ for *TNFA* (with UPL probe #40).

### Gene knockdown of *SLIT2* and *ROBO1* by transfection with small interfering RNAs (siRNAs)

Human placental trophoblast cells HTR-8/SVneo (CRL-3271™; ATCC, Manassas, Virginia, USA). were grown in RPMI-1640 culture media (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS; Sigma-Aldrich, St. Louis, MO, USA) and 1× penicillin/streptomycin (Sigma-Aldrich). Cells were cultured under standard culturing conditions (37°C, 5% CO_2_, humidified atmosphere), and subculturing was performed with 0.05% trypsin/0.02% EDTA.

siRNAs targeting *SLIT2* (s GUCAUAUCAAGAACUGUGAdTdT, a UCACAGUUCUUGAUAUGACdTdT) and *ROBO1* (s CAUACCUAUGGCUACAUUUdTdT, a AAAUGUAGCCAUAGGUAUGdTdT) (Sigma-Aldrich) were reverse transfected and then forward transfected in HTR-8/SVneo cells with Lipofectamine 3000 reagent (Invitrogen, Carlsbad, CA, USA) [86]. 

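Both siRNAs match their targets over 19 bases in the GENCODE 29 annotation of GRCh38, and no other gene's transcripts hold an exact match (0). The *SLIT2* siRNA matches chromosome 4 from 20620251 to 20620269 on the plus strand, in exon 37 of 37 of the transcript SLIT2-204, inside the 3′ UTR. Of the 9 protein-coding *SLIT2* transcripts 2 contain the site. With 30 bases on each side, the transcript reads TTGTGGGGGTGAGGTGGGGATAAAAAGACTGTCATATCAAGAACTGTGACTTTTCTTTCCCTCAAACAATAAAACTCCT. The *ROBO1* siRNA matches chromosome 3 from 78617974 to 78617992 on the minus strand, in exon 25 of 29 of the transcript ROBO1-209, inside the coding sequence from codon 1264. Of the 8 protein-coding *ROBO1* transcripts 6 contain the site, and its surroundings read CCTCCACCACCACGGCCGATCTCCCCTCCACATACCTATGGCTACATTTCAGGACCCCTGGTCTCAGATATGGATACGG. The seed of a guide strand, its bases 2 to 8, can also lower transcripts that match it in the 3′ UTR. Among 12740 tested genes with an annotated 3′ UTR, 2173 hold AACTGTG, the match to the *SLIT2* guide, and 1555 hold CTACATT, the match to the *ROBO1* guide. After *SLIT2* knockdown 39 of 122 genes called lower held the *SLIT2* match (32.0%), against 16.9% of the other genes (odds ratio 2.31, two-sided Fisher's exact test, p = 4.94e-05). After *ROBO1* knockdown 91 of 571 genes called lower held the *ROBO1* match (15.9%), against 12.0% of the others (odds ratio 1.39, p = 0.0072 from the same exact test).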

MISSION siRNA Universal Negative Control #1 (Sigma-Aldrich) was used as a negative control for siRNA transfection and was transfected in the same manner as siRNAs targeting *SLIT2* and *ROBO1*. In the reverse transfection, the cells (70,000 cells/well) were incubated with siRNAs at a final concentration of 30 nM. The cells were transfected again after 24 h of incubation. The second transfection was done as a forward transfection in the presence of 40 nM siRNAs. Cells were incubated with siRNAs for 24 h after the second transfection, and then fresh medium was added and cells were incubated for an additional 24 h. Cells were harvested with 1× Trypsin-EDTA (Sigma-Aldrich).

### Transcriptomic analysis of *SLIT2-* and *ROBO1*-silenced HTR8/SVneo cells

Cells were disrupted with a 25 G needle and 1 ml syringe, and RNA was isolated in accordance with the manufacturer’s instructions (RNeasy Micro Kit, Qiagen). The quality of isolated RNA was checked with an Agilent 2100 Bioanalyzer system at the Biocenter Oulu Sequencing Center, Finland.

Samples containing total RNA were sent for transcriptomic analysis to the Finnish Functional Genomics Centre (FFGC; Turku, Finland), where transcriptional profiles of *SLIT2* (*n* = 3) and *ROBO1* (*n* = 3) -silenced cells and negative-control cells (n = 3) were detected with the Illumina HiSeq high‐throughput sequencing system. Whole cell RNA sequencing data was analyzed by the Bioinformatics Unit Core Service at the Turku Centre for Biotechnology, Finland. The transcriptomics data have been deposited in NCBI’s Gene Expression Omnibus [87] and are accessible through GEO Series accession number GSE119101 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119101)

### qRT-PCR verification of transcriptomic data from *SLIT2*- and *ROBO1*-silenced HTR8/SVneo cells

Knockdown of *SLIT2* and *ROBO1* with siRNAs, total RNA isolation, cDNA synthesis, and qPCR were done as described above, except 30 nM siRNAs were used in the forward transfection instead of 40 nM.

### Statistical analysis of RT-qPCR results

Differences in mRNA expression levels among the phenotypes were assessed by nonparametric Mann–Whitney *U*-test with SPSS Statistics 20.0 (IBM Corporation).

## Supporting information

S1 Fig Manhattan plot showing the results of genome-wide association study of gestational age. Each dot represents the–log_10_(*p*) value of a single SNP in association analysis. Blue line denotes the level of suggestive significance (–log_10_(*p*) > 5). Loci are indicated for regions with suggestive significance.
(TIF)

S2 Fig **Regional association plots for *SLIT2* region in GWAS of SPTB (A) and gestational age (B).** Each dot represents −log_10_(*p*) value of a single SNP in association analysis. Blue line denotes level of suggestive significance (−log_10_(*p*) > 5).
(TIF)

S3 Fig *SLIT2* mRNA expression correlation with Z-score. *SLIT2* mRNA expression in the basal plate of the placenta compared to birthweight-for-gestational age Z-scores of spontaneously delivered infants (SPTB and STB samples together). *SLIT2* mRNA levels correlated with Z-scores (*p* = 0.023).
(TIF)

S4 Fig Gene expression changes after *SLIT2* and *ROBO1* silencing verified by qRT-PCR. (A) Four genes/gene families affected by *ROBO1* silencing according to RNA sequencing were verified by qRT-PCR. (B) Expression changes of inflammation-associated cytokines *IL-6* and *TNF-A* after *SLIT2* and *ROBO1* silencing were also measured with qRT-PCR. *SLIT2* and *ROBO1* were post-transcriptionally silenced in HTR8/SVneo cell line by siRNA. mRNA levels of selected genes compared between *SLIT2-* or *ROBO1*-silenced cells and mRNA levels of untreated control cells. All mRNA levels normalized against mRNA levels of housekeeping gene *CYC1*. Columns represent median and SD values of the sample groups.
(TIF)

S1 Table Clinical characteristics of discovery GWAS study population.

S2 Table Suggestive association signals in GWAS of gestational age.

S3 Table Suggestive association signals in GWAS of very preterm birth.

S4 Table Suggestive association signals in GWAS of moderate-to-late preterm birth.

S5 Table Suggestive association signals in GWAS of infants born after SPTB with PPROM.

S6 Table Suggestive association signals in GWAS of infants born after onset of preterm labor with intact fetal membranes.

S7 Table Pathways associated with spontaneous preterm birth.

S8 Table Gene ontology terms associated with SPTB.

S9 Table Significant gene ontology terms that include *SLIT2* and *ROBO1* genes.

S10 Table Upregulated genes after *SLIT2* silencing in HTR8/SVneo cells. *SLIT2* silenced in HTR8/SVneo commercial cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted *p* value and fold change (FC). Threshold of fold change was > 2.0, and threshold of FDR-adjusted *p* value was <0.05.
(DOCX)

S11 Table Downregulated genes after *SLIT2* silencing in HTR8/SVneo cells. *SLIT2* silenced in HTR8/SVneo commercial cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted *p* value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted *p* value was <0.05.
(DOCX)

S12 Table Upregulated genes after *ROBO1* silencing in HTR8/SVneo cells. *ROBO1* silenced in HTR8/SVneo cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted *p* value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted *p* value was <0.05.
(DOCX)

S13 Table Downregulated genes after *ROBO1* silencing in HTR8/SVneo cells. *ROBO1* silenced in HTR8/SVneo cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted *p* value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted *p* value was <0.01.
(DOCX)

S14 Table Biological pathways affected by *SLIT2* silencing in HTR8/SVneo cells.

S15 Table Biological pathways affected by *ROBO1* silencing in HTR8/SVneo cells.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S1 Table

| **Characteristic** | **Discovery GWAS^a^** | |
| --- | --- | --- |
|  | **Cases** | **Controls** |
| *n* | 247 | 419 |
| Male / female*, n* | 131 / 116 | 216 / 203 |
| Single preterm delivery in family, *n* | 178^b^ |  |
| Multiple preterm deliveries in family, *n*  2 preterm deliveries, *n*  3-6 preterm deliveries, *n* | 32^b^  19  13 |  |
| Very preterm infants (GA 23-31 wk) | 172 |  |
| Moderate-to-late preterm infants (GA 32-36 wk) | 75 |  |
| Gestational age, weeks, mean (range) | 30.3  (24.6-36.1) | 40.1  (38.0-41.9) |
| Birthweight, g, mean (range) | 1,603  (538-3,274) | 3,690  (2,534-5,140) |
| PPROM^c^, yes / no, *n* | 133 / 101^d^ |  |

^a^Infants born after spontaneous onset of preterm (cases) and term (controls) delivery; sampled in Oulu and Tampere University Hospitals.

^b^Information about total number of preterm deliveries in family not available for 37 infants.

^c^PPROM defined as rupture of fetal membranes >1 h before onset of contractions.

^d^Definition of PPROM unclear for 13 cases.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S2 Table

| **Chr** | **Gene**^a^ | **SNP**^a^ | **Reference allele** | **Effect^b^** | ***p*** |
| --- | --- | --- | --- | --- | --- |
| 4 | *SLIT2* | rs116461311 | C | -3.75 | 3.15E-07 |
| 10 | *C10orf90* | rs35113467 | C | -1.88 | 5.11E-07 |
| 7 | *SDK1* | rs8180800 | C | -1.56 | 1.61E-06 |
| 7 | *SUGCT* | rs117058392 | A | -2.19 | 2.59E-06 |
| 6 | Intergenic (*LOC105377949, LOC107986634*) | rs34514373 | Del | -1.58 | 3.72E-06 |
| 2 | *ALK* | rs7608573 | T | 1.78 | 3.80E-06 |
| 17 | *ABCA9* | rs11077860 | T | 1.43 | 4.74E-06 |
| 3 | *SENP5* | rs4916578 | A | -3.15 | 6.88E-06 |
| 8 | *DLC1* | rs7006225 | A | 1.60 | 7.42E-06 |

^a^Top SNP shown for each region.

^b^Regression coefficient of reference allele for gestational age in weeks.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S3 Table

| **Chr** | **Gene**^a^ | **SNP**^b^ | **Reference allele** | **Odds ratio** | ***p*** |
| --- | --- | --- | --- | --- | --- |
| 4 | *SLIT2* | rs116461311 | C | 4.06 | 1.55E-07 |
| 10 | *C10orf90* | rs35113467 | C | 1.87 | 2.20E-07 |
| 20 | *STK35* | rs72545460 | Ins | 1.72 | 1.18E-06 |
| 1 | *COL8A2* | rs146427742 | Ins | 2.85 | 2.00E-06 |
| 11 | Intergenic (*CCKBR, CNGA4)* | rs10839537 | C | 2.18 | 2.11E-06 |
| 17 | *SLC39A11* | rs28677989 | C | 2.60 | 2.51E-06 |
| 10 | *EXOSC1-ZDHHC16-MMS19-UBTD12* | rs10678727 | Ins | 1.90 | 2.81E-06 |
| 2 | Intergenic *(THUMPD2, SLC8A1)* | rs17480505 | C | 1.82 | 3.45E-06 |
| 13 | Intergenic *(ARHGEF, LINC00431)* | rs11490380 | C | 2.16 | 3.74E-06 |
| 2 | *MEIS1* | rs138191925 | C | 3.25 | 4.51E-06 |
| 14 | Intergenic *(TBPL2, KTN1)* | rs2181743 | T | 0.46 | 5.04E-06 |
| 17 | Intergenic (*C17orf67, DGKE*) | rs73323006 | A | 3.19 | 8.23E-06 |
| 9 | *TOPORS* | rs112527210 | A | 2.57 | 8.64E-06 |

^a^Two nearest loci shown in parentheses for intergenic SNPs.

^b^Top SNP shown for each region.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S4 Table

| **Chr** | **Gene**^a^ | **SNP**^b^ | **Reference allele** | **Odds ratio** | ***p*** |
| --- | --- | --- | --- | --- | --- |
| 22 | *KIAA1644* | rs737263 | A | 2.12 | 9.23E-8 |
| 14 | Intergenic (*OTX2, EXOCS5)* | rs2146858 | A | 2.44 | 1.53E-7 |
| 9 | *LINC01239* | rs687184 | C | 0.28 | 1.99E-7 |
| 17 | *TBCD* | rs111873142 | T | 3.61 | 1.18E-6 |
| 3 | *VGLL4* | rs73814923 | A | 5.27 | 1.27E-6 |
| 5 | *CDKL3* | rs112349722 | C | 4.77 | 1.66E-6 |
| 2 | *MYT1L* | rs72767375 | T | 4.24 | 1.76E-6 |
| 3 | Intergenic (*LOC105377173, ROBO1*) | rs115723230 | T | 4.88 | 2.34E-6 |
| 1 | *NMNAT2* | rs79033343 | T | 3.00 | 3.01E-6 |
| 7 | *SDK1* | rs56309858 | T | 2.20 | 3.07E-6 |
| 6 | Intergenic *(LOC107986540)* | rs200390855 | T | 3.01 | 3.17E-6 |
| 3 | *KALRN* | rs75292075 | C | 3.61 | 3.96E-6 |
| 8 | Intergenic *(EXTL3, TNTS9)* | rs62504329 | A | 0.39 | 4.14E-6 |
| 18 | Intergenic *(LOC105372151, NFEL23P1)* | rs112843209 | Ins | 2.72 | 4.16E-6 |
| 5 | Intergenic *(EFNA5, FBXL17)* | rs72134357 | G | 2.23 | 4.20E-6 |
| 10 | *ADAMTS14* | rs7093347 | T | 0.29 | 4.27E-6 |
| 9 | Intergenic *(PTPRD ,LOC105375974)* | rs143057876 | T | 4.31 | 4.35E-6 |
| 9 | Intergenic (*LOC107987084, TLE1*) | rs192868041 | G | 4.44 | 4.36E-6 |
| 1 | *KAZN* | rs55889542 | A | 3.85 | 4.81E-6 |
| 19 | Intergenic (*LINC01532, UQCRSF1*) | rs17716275 | A | 5.09 | 5.02E-6 |
| 7 | *HDAC9* | rs2106507 | C | 2.81 | 6.17E-6 |
| 14 | *NPAS3* | rs4627235 | A | 2.32 | 6.35E-6 |
| 10 | *KIAA1217* | rs75495909 | T | 3.76 | 6.56E-6 |
| 9 | *SLC28A3* | rs10735568 | C | 0.46 | 7.31E-6 |

^a^Two nearest loci shown for intergenic SNPs.

^b^Top SNP shown for each region.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S5 Table

| **Chr** | **Gene**^a^ | **SNP**^b^ | **Reference allele** | **Odds ratio** | ***p*** |
| --- | --- | --- | --- | --- | --- |
| 8 | Intergenic *(LOC102467222, LOC286114*) | rs117023642 | G | 5.85 | 3.63E-7 |
| 9 | Intergenic *(LOC105376108, SPATA31D4)* | rs11788387 | T | 2.96 | 5.92E-7 |
| 10 | *EXOSC1-ZDHHC16-MMS19-UBTD12* | rs4919105 | G | 2.02 | 1.60E-6 |
| 3 | *SUCLG2* | rs201608472 | G | 2.15 | 1.99E-6 |
| 12 | *KSR2* | rs642846 | A | 1.94 | 2.13E-6 |
| 6 | *NKAIN2* | rs17766756 | G | 3.78 | 3.06E-6 |
| 3 | *VGLL4* | rs2616554 | G | 1.95 | 3.89E-6 |
| 2 | Intergenic *(GALNT3, LOC105373730)* | rs34288836 | A | 2.52 | 4.03E-6 |
| 4 | Intergenic *(FSTL5, LOC101928052)* | rs202013048 | G | 3.78 | 4.20E-6 |
| 1 | Intergenic *(LOC105378769, LINC00466)* | rs7537459 | C | 0.37 | 4.59E-6 |
| 10 | *ADAMTS14* | rs12765664 | A | 0.34 | 4.66E-6 |
| 11 | Intergenic *(BARX2, TMEM45B)* | rs6590390 | A | 2.13 | 4.97E-6 |
| 18 | *FHOD3* | rs7231406 | A | 2.30 | 6.36E-6 |
| 13 | *FNDC3A* | rs118112762 | G | 3.25 | 6.57E-6 |
| 11 | *LGR4* | rs61887835 | C | 4.70 | 6.80E-6 |
| 14 | Intergenic *(LOC728755, LINC00645)* | rs2807820 | A | 0.51 | 7.23E-6 |
| 5 | Intergenic *(LOC105377677, LOC107986466)* | rs4704916 | A | 2.13 | 7.97E-6 |
| 17 | *MSI1* | rs113018921 | G | 2.82 | 8.15E-6 |

^a^Two nearest loci shown for intergenic SNPs.

^b^Top SNP shown for each region.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S6 Table

| **Chr** | **Gene**^a^ | **SNP**^b^ | **Reference allele** | **Odds ratio** | ***p*** |
| --- | --- | --- | --- | --- | --- |
| 3 | Intergenic (*LOC105377114, PTPRG*) | rs2001841 | A | 0.40 | 6.03E-7 |
| 3 | *LOC101928583* | rs34635471 | Del | 2.56 | 9.35E-7 |
| 18 | *TMEM241-RIOK3* | rs140162370 | C | 3.38 | 1.02E-6 |
| 13 | Intergenic (*LOC105370150, RXFP2*) | rs61953951 | A | 1.89 | 1.20E-6 |
| 1 | *EIF1P3* | rs539974331 | Del | 4.82 | 1.27E-6 |
| 18 | Intergenic (*LOC105372151, NFE2L3P1*) | rs10871774 | A | 0.38 | 1.71E-6 |
| 1 | Intergenic (*SLC7A14, LOC101926964*) | rs12085223 | G | 2.49 | 1.86E-6 |
| 21 | *DSCAM* | rs2410212 | T | 3.17 | 2.03E-6 |
| 6 | *NHSL1* | rs9389588 | A | 0.33 | 2.38E-6 |
| 12 | *NEUROD4* | rs188928429 | C | 3.78 | 2.78E-6 |
| 5 | *LVRN* | rs2115040 | A | 0.43 | 3.57E-6 |
| 10 | *GRID1* | rs572482355 | G | 3.78 | 3.77E-6 |
| 6 | Intergenic (*LOC101928842, HTR1E*) | rs9342062 | C | 2.85 | 4.05E-6 |
| 15 | *GABRB3* | rs112945849 | Ins | 2.42 | 5.12E-6 |
| 2 | Intergenic (*PDCL3, LOC105373507*) | rs68147667 | C | 2.78 | 5.36E-6 |
| 4 | Intergenic (*CENPE, TACR3*) | rs1289231 | C | 3.29 | 6.34E-6 |
| 10 | *STK32C* | rs1000535 | A | 2.22 | 6.63E-6 |
| 20 | *HSPA12B* | rs58505239 | T | 2.05 | 6.79E-6 |
| 17 | *TBX2* | rs59172073 | Del | 0.37 | 6.83E-6 |
| 9 | *SVEP1* | rs74514462 | A | 0.44 | 7.65E-6 |
| 13 | *KLHL1* | rs73212551 | G | 2.87 | 8.62E-6 |
| 4 | Intergenic (*LOC105377505, GUCY1A3*) | rs1965937 | A | 0.23 | 9.24E-6 |

^a^Two nearest loci shown for intergenic SNPs.

^b^Top SNP shown for each region.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S7 Table

| **Pathway** | **Pathway name** | ***p*** | **Corrected *p*^a^** | | **FDR** | | **Top genes in pathway**^b^ |
| --- | --- | --- | --- | --- | --- | --- | --- |
| hsa04360 | Axon guidance | 8.6E-10 | | 1.6E-07 | | 0 | ***SLIT2****,PAK6,NRP1,SEMA3E,ABLIM2* |
| hsa04510 | Focal adhesion | 6.6E-07 | | 6.2E-05 | | 0 | *PPP1CB,AKT3,PAK6,EGFR,PARVB* |
| hsa04270 | Vascular smooth muscle contraction | 1.4E-06 | | 8.9E-05 | | 0 | *PPP1CB,PLA2G4A,KCNMA1,ADRA1B,PRKG1* |
| hsa04720 | Long-term potentiation | 2.3E-05 | | 1.1E-03 | | 0 | *PPP1CB,GRIN2B,GRM5,CAMK2G,PLCB1* |
| hsa04730 | Long-term depression | 7.0E-05 | | 2.6E-03 | | 0 | *PLA2G4A,GRM5,PRKG1,LYN,PLCB1* |
| hsa04012 | ErbB signaling pathway | 4.1E-04 | | 0.01 | | 0 | *AKT3,PAK6,EGFR,PLCG1,NRG2* |
| hsa04514 | Cell adhesion molecules (CAMs) | 4.4E-04 | | 0.01 | | 0 | *HLA-DOA,NLGN1,CDH4,ITGAM,NCAM2* |
| hsa05412 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 4.7E-04 | | 0.01 | | 0 | *CACNA2D3, CACNB2,CACNA1D,ACTN1* |
| hsa04512 | ECM-receptor interaction | 7.5E-04 | | 0.02 | | 0.13 | *LAMC3,COL4A1,LAMC2* |
| hsa05414 | Dilated cardiomyopathy | 1.4E-03 | | 0.03 | | 0.22 | *CACNA2D3, CACNB2,CACNA1D* |
| hsa04666 | Fc gamma R-mediated phagocytosis | 1.5E-03 | | 0.03 | | 0.20 | *AKT3,PLA2G4A,PLCG1,WASF1,LYN* |
| hsa04810 | Regulation of actin cytoskeleton | 1.6E-03 | | 0.03 | | 0.18 | *PPP1CB,RRAS,PAK6,EGFR,CYFIP1* |
| hsa04971 | Gastric acid secretion | 2.3E-03 | | 0.03 | | 0.17 | *CAMK2G,PLCB11,KCNQ1,SLC9A4,MYLK* |
| hsa04020 | Calcium signaling pathway | 2.8E-03 | | 0.04 | | 0.15 | *EGFR,PLCG1,ADRA1B,GRM5,ERBB4* |
| hsa05146 | Amoebiasis | 3.1E-03 | | 0.04 | | 0.14 | *ITGAM,IL1R2,LAMC3,PLCB1,ACTN1* |
| hsa05223 | Non-small cell lung cancer | 4.3E-03 | | 0.05 | | 0.13 | *AKT3,FHIT,EGFR,PLCG1* |

^a^KEGG pathways with corrected *p* < 0.05 shown.

^b^Top five genes or all genes with SNPs with *p* < 1E-02 in GWAS shown.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S8 Table

| **Gene ontology** | ***p*** | **Corrected *p*** | **FDR**^a^ | **Top genes^b^** |
| --- | --- | --- | --- | --- |
| synaptic membrane | 2.13E-09 | 9.25E-06 | 0 | *DLGAP1,FAIM2,GRM8,DLG2,GRIN2B* |
| dendritic spine | 4.60E-09 | 9.99E-06 | 0 | *DLGAP1,DLG2,GRIN2B,KCND2,NLGN1* |
| neuron spine | 4.60E-09 | 9.99E-06 | 0 | *DLGAP1,DLG2,GRIN2B,KCND2,NLGN1* |
| glutamate receptor activity | 6.41E-09 | 9.99E-06 | 0 | *GRM8,GRIN2B,GRM6,GRIK1,GRM5* |
| semaphorin-plexin signaling pathway | 2.31E-08 | 2.01E-05 | 0 | *NRP1,PLXNA4,SEMA3E,SEMA3A,NRP2* |
| voltage-gated cation channel activity | 2.39E-08 | 2.01E-05 | 0 | *CACNA2D3,KCND2,KCNMA1,KCNK1,GRIK1* |
| transmembrane receptor protein tyrosine kinase activity | 3.91E-08 | 2.43E-05 | 0 | *NRP1,CRIM1,EGFR,ROR2,ALK* |
| postsynaptic density | 9.59E-08 | 5.21E-05 | 0 | *DLGAP1,DLG2,GRIN2B,KCND2,NLGN1* |
| dendritic spine head | 9.59E-08 | 5.21E-05 | 0 | *DLGAP1,DLG2,GRIN2B,KCND2,NLGN1* |
| postsynaptic membrane | 1.25E-07 | 5.42E-05 | 0 | *DLGAP1,FAIM2,DLG2,GRIN2B,SYNE1* |
| voltage-gated ion channel activity | 2.07E-07 | 8.16E-05 | 0 | *CACNA2D3,KCND2,KCNMA1,KCNK1,GRIK1* |
| voltage-gated channel activity | 2.07E-07 | 8.16E-05 | 0 | *CACNA2D3,KCND2,KCNMA1,KCNK1,GRIK1* |
| actin filament binding | 3.68E-07 | 1.23E-04 | 0 | *EGFR,CORO1C,ANTXR1,CYFIP1,GAS7* |
| transmembrane receptor protein kinase activity | 4.09E-07 | 1.27E-04 | 0 | *NRP1,CRIM1,EGFR,ROR2,ALK* |
| extracellular matrix part | 4.80E-07 | 1.39E-04 | 0 | *ANG,GRIN2B,WDR33,ACAN,EMILIN2* |
| retinal ganglion cell axon guidance | 6.87E-07 | 1.87E-04 | 0 | ***SLIT2****,EFNA5,EPHB1,BMPR1B,ROBO2* |
| actin filament polymerization | 7.82E-07 | 2.00E-04 | 0 | *ANG,GAS7,WASF1,WASF3,JAK2* |
| telencephalon development | 1.32E-06 | 3.19E-04 | 0 | ***SLIT2****,NCOR2,BCBL11B,LMX1A,GRIN2B* |
| ion channel complex | 1.60E-06 | 3.67E-04 | 0 | *ANO4,KCBD2,KCNMA1,KCNK1,GABRB3* |
| neuron recognition | 2.45E-06 | 5.32E-04 | 0 | *SEMA3A,NTM,APP,CNTN4,EPHA3* |
| negative chemotaxis | 4.53E-06 | 9.37E-04 | 0 | ***SLIT2****,SEMA3A,NRP2,EPHA7,ROBO1* |
| cargo receptor activity | 8.05E-06 | 1.3E-03 | 0.04 | *CORIN,ENPP3,CD163L1,LRP6,HHIPL1* |
| learning | 7.84E-06 | 1.3E-03 | 0.04 | *GRIN2B,GRM6,GRIK1,GRM5,APP* |
| glutamate receptor signaling pathway | 7.50E-06 | 1.3E-03 | 0.04 | *GRIN2B,GRM6,GRIK1,GRM5,APP* |
| cation channel complex | 7.33E-06 | 1.3E-03 | 0.04 | *KCND2,KCNMA1,KCNK1,CACNB2,KCNT1* |
| membrane raft | 7.20E-06 | 1.3E-03 | 0.04 | *FAIM2,EGFR,KCNMA1,DPP4,NPC1* |
| basement membrane | 7.15E-06 | 1.3E-03 | 0.04 | *ANG,ACAN,COL15A1,LAMC3,COL4A1* |
| cell junction organization | 6.68E-06 | 1.3E-03 | 0.05 | *FERMT2,CDH6,MTDH,CDH4,CADM2* |
| heparin binding | 2.49E-05 | 2.5E-03 | 0.05 | ***SLIT2****,ANG,NRP1,F11,COL13A1* |
| voltage-gated potassium channel activity | 6.29E-06 | 1.2E-03 | 0.05 | *KCND2,KCNMA1,KCNK1,KCNT1* |
| protein tyrosine kinase activity | 2.44E-05 | 2.5E-03 | 0.05 | *NRP1,CRIM1,EGFR,TEC,ROR2* |
| regulation of phospholipase C activity | 1.02E-04 | 6.9E-03 | 0.05 | *ANG,EGFR,PLCG1,DLC1,PRKCE* |
| cadherin binding | 9.90E-05 | 6.9E-03 | 0.05 | *PTPRT,CDH13,TBC1D2,CTNNA2* |
| calcium-dependent phospholipid binding | 2.43E-05 | 2.5E-03 | 0.05 | *PLA2G4A,ANXA13,SYT6,ANXA6,DYSF* |
| Ras guanyl-nucleotide exchange factor activity | 9.36E-05 | 6.6E-03 | 0.05 | *FGD5,RASGEF1B,TIAM2,ARHGEF7,RLG1* |

^a^Gene ontologies with FDR < 0.05 shown.

^b^Top five genes linked to gene ontology shown.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S9 Table

| **Gene ontology**^a^ | ***SLIT2*** | ***ROBO1*** |
| --- | --- | --- |
| retinal ganglion cell axon guidance | X |  |
| telencephalon development | X | X |
| neuron recognition |  | X |
| negative chemotaxis | X | X |
| heparin binding | X |  |
| pattern binding | X |  |
| polysaccharide binding | X |  |
| glycosaminoglycan binding | X |  |
| regulation of neuron projection development | X | X |
| regulation of cell projection organization | X | X |
| positive regulation of cell development | X | X |
| forebrain development | X | X |
| central nervous system projection neuron axonogenesis | X |  |
| sprouting angiogenesis | X | X |
| axon part |  | X |
| regulation of dendrite development |  | X |
| cell recognition |  | X |
| pallium development | X | X |
| negative regulation of chemotaxis | X | X |
| positive regulation of cell projection organization | X | X |
| positive regulation of neurogenesis | X | X |
| regulation of endothelial cell migration | X |  |
| telencephalon cell migration | X | X |
| main axon |  | X |
| olfactory lobe development | X | X |
| regulation of cell morphogenesis involved in differentiation | X | X |
| olfactory bulb development | X | X |
| negative regulation of behavior | X | X |
| forebrain cell migration | X | X |

^a^Gene ontologies with corrected *p* < 0.05 including *SLIT2* and *ROBO1* genes shown. GOs shown in order of significance.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S10 Table — SLIT2 silenced in HTR8/SVneo commercial cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted p value and fold change (FC). Threshold of fold change was > 2.0, and threshold of FDR-adjusted p value was <0.05.

| Gene name | FC^a^ | p-value^b^ | adj. p-value^c^ | EntrezID | Description |
| --- | --- | --- | --- | --- | --- |
| *DNAH3* | 4.705 | 5.895E-06 | 0.000 | 55567 | dynein axonemal heavy chain 3 |
| *DCDC2* | 4.422 | 7.167E-05 | 0.000 | 51473 | doublecortin domain containing 2 |
| *VSTM1* | 3.701 | 1.011E-04 | 0.000 | 284415 | V-set and transmembrane domain containing 1 |
| *ITGB2* | 3.806 | 1.424E-04 | 0.000 | 3689 | integrin subunit beta 2 |
| *KRTAP2-3* | 3.329 | 1.483E-04 | 0.000 | 730755 | keratin associated protein 2-3 |
| *MIR4482* | 3.183 | 1.613E-04 | 0.000 | 100616323 | microRNA 4482 |
| *HES7* | 2.723 | 1.188E-04 | 0.000 | 84667 | hes family bHLH transcription factor 7 |
| *CLDN12* | 2.760 | 1.802E-05 | 0.000 | 9069 | claudin 12 |
| *TMEM64* | 2.310 | 1.306E-04 | 0.000 | 169200 | transmembrane protein 64 |
| *CHST11* | 2.314 | 1.967E-04 | 0.000 | 50515 | carbohydrate sulfotransferase 11 |
| *KLHL2* | 2.265 | 4.809E-05 | 0.000 | 11275 | kelch like family member 2 |
| *EIF4EBP2* | 2.138 | 8.936E-05 | 0.000 | 1979 | eukaryotic translation initiation factor 4E binding protein 2 |
| *IL15RA* | 2.063 | 1.908E-04 | 0.000 | 3601 | interleukin 15 receptor subunit alpha |
| *SETD7* | 2.038 | 7.757E-05 | 0.000 | 80854 | SET domain containing lysine methyltransferase 7 |

^a^Expression ratio (fold change) between compared sample groups. Comparison between *SLIT2-*silenced cells and negative control cells.

^b^*t*-test *p* value for comparisons between sample groups (*SLIT2*-silenced and negative-control cells).

^c^FDR-adjusted *p* value.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S11 Table — SLIT2 silenced in HTR8/SVneo commercial cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted p value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted p value was <0.05.

| Gene name | FC^a^ | p-value^b^ | adj. p-value^c^ | EntrezID | Description |
| --- | --- | --- | --- | --- | --- |
| *NUCB1-AS1* | -6.413 | 2.391E-05 | 0.000 | 100874085 | NUCB1 antisense RNA 1 |
| *SCG2* | -4.375 | 3.630E-05 | 0.000 | 7857 | secretogranin II |
| *SLIT2* | -3.998 | 4.220E-05 | 0.000 | 9353 | slit guidance ligand 2 |
| *SPINK6* | -3.758 | 8.346E-05 | 0.000 | 404203 | serine peptidase inhibitor. Kazal type 6 |
| *KIAA1217* | -3.494 | 1.070E-04 | 0.000 | 56243 | KIAA1217 |
| *MATN3* | -3.159 | 5.399E-05 | 0.000 | 4148 | matrilin 3 |
| *BDKRB2* | -2.740 | 1.129E-04 | 0.000 | 624 | bradykinin receptor B2 |
| *LCTL* | -2.704 | 5.988E-05 | 0.000 | 197021 | lactase like |
| *MVP* | -2.445 | 1.247E-04 | 0.000 | 9961 | major vault protein |
| *CXCL1* | -2.314 | 9.525E-05 | 0.000 | 2919 | C-X-C motif chemokine ligand 1 |
| *GFPT2* | -2.290 | 1.790E-04 | 0.000 | 9945 | glutamine-fructose-6-phosphate transaminase 2 |
| *SFRP1* | -2.185 | 2.099E-04 | 0.000 | 6422 | secreted frizzled related protein 1 |

^a^Expression ratio (fold change) between compared sample groups. 

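S10 Table and S11 Table list the genes that the paper reports as upregulated and downregulated after *SLIT2* knockdown, with a fold change, a t-test p and an FDR-adjusted p for each. Of the 14 genes of S10 Table 13 were tested here and all 13 were called higher. Of the 12 genes of S11 Table 11 were tested and all 11 were called lower. *MIR4482*, with 0 control reads, and *NUCB1-AS1*, with 9, were below the expression filter. The median absolute difference between the table's log2 fold change and that of edgeR was 0.0044 and 0.0022. The cell adhesion gene *CLDN12*, a claudin, rose by 1.47 (standard error 0.052) on the log2 scale, the methyltransferase *SETD7* by 1.03 (standard error 0.04) and *EIF4EBP2*, a repressor of translation, by 1.10 (standard error 0.043). Among the genes of S11 Table *MVP*, the major vault protein, was at -1.29 (standard error 0.055), *GFPT2*, an enzyme of hexosamine synthesis with a *SLIT2* siRNA seed match, at -1.19 (standard error 0.052) and *LCTL* at -1.43 (standard error 0.11). These genes had an adjusted p up to 3.1e-07 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). A further 120 genes called higher and 125 called lower here are not in the tables.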

Comparison between *SLIT2-*silenced cells and negative-control cells.

^b^*t*-test *p* value for comparison between sample groups (*SLIT2*-silenced and negative-control cells).

^c^FDR-adjusted *p* value

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S12 Table — ROBO1 silenced in HTR8/SVneo cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted p value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted p value was <0.05.

^a^Expression ratio (fold change) between compared sample groups. Comparison between *ROBO1-*silenced cells and negative-control cells.

^b^*t*-test *p* value for comparison between sample groups (*ROBO1-*silenced and negative-control cells).

^c^FDR-adjusted *p* value.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S13 Table — ROBO1 silenced in HTR8/SVneo cell line by siRNA. Transcriptome of these cells compared with transcriptome of cells treated with negative siRNA. Differentially expressed genes ranked based on FDR-adjusted p value and fold change. Threshold of fold change was > 2.0, and threshold of FDR-adjusted p value was <0.01.

^a^Expression ratio (fold change) between compared sample groups. 

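S12 Table and S13 Table list the genes that the paper reports as upregulated and downregulated after *ROBO1* knockdown. Of the 216 genes of S12 Table 190 were tested here, all 190 in the same direction, and 183 were called higher. Of the 610 genes of S13 Table 589 were tested, all 589 in the same direction, and 569 were called lower. Among the tested genes that were not called, 6 of S12 Table and 18 of S13 Table had an adjusted p above 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 and 2 had a fold change under 2. A further 24 genes called higher and 59 called lower here are not in the tables. The median absolute difference between the tables' log2 fold changes and those of edgeR was 0.0086 and 0.0087. In the tables the adjusted p is smaller than the unadjusted p for 148 genes of S12 Table and 396 of S13 Table.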

Comparison between *ROBO1-*silenced cells and negative-control cells.

^b^*t*-test *p* value for comparison between sample groups (*ROBO1-*silenced and negative-control cells).

^c^FDR-adjusted *p* value.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S14 Table

| KEGG ID^a^ | Term | Total amount of  annotated  genes | The amount of significant genes | P.Value^b^ |
| --- | --- | --- | --- | --- |
| 5323 | Rheumatoid arthritis | 60 | 2 | 9,13E-03 |
| 5146 | Amoebiasis | 80 | 2 | 1,59E-02 |
| 920 | Sulfur metabolism | 9 | 1 | 2,22E-02 |
| 4060 | Cytokine-cytokine receptor interaction | 119 | 2 | 3,35E-02 |
| 5150 | Staphylococcus aureus infection | 20 | 1 | 4,87E-02 |
| 532 | Glycosaminoglycan biosynthesis - chondroitin sulfate / dermatan sulfate | 20 | 1 | 4,87E-02 |

^a^Functional analysis of differentially expressed genes was conducted against KEGG database.

^b^Pathways with *p* < 0.05 are shown.

# Supplementary material for: Risk of spontaneous preterm birth and fetal growth associates with fetal SLIT2
**Source:** PLoS Genet. 2019 Jun 13;15(6):e1008107. doi: 10.1371/journal.pgen.1008107
**Supplement:** S15 Table

| KEGG ID^a^ | Term | Total amount of  annotated  genes | The amount of significant genes | P.Value^b^ |
| --- | --- | --- | --- | --- |
| 4640 | Hematopoietic cell lineage | 42 | 14 | 6,57E-08 |
| 4060 | Cytokine-cytokine receptor interaction | 119 | 22 | 1,48E-06 |
| 5150 | Staphylococcus aureus infection | 20 | 8 | 1,03E-05 |
| 4940 | Type I diabetes mellitus | 21 | 8 | 1,58E-05 |
| 4610 | Complement and coagulation cascades | 29 | 9 | 3,10E-05 |
| 4614 | Renin-angiotensin system | 10 | 5 | 1,49E-04 |
| 5323 | Rheumatoid arthritis | 60 | 12 | 1,81E-04 |
| 5144 | Malaria | 29 | 8 | 2,18E-04 |
| 4080 | Neuroactive ligand-receptor interaction | 95 | 15 | 4,58E-04 |
| 5332 | Graft-versus-host disease | 15 | 5 | 1,38E-03 |
| 4145 | Phagosome | 106 | 15 | 1,48E-03 |
| 5140 | Leishmaniasis | 49 | 9 | 2,20E-03 |
| 360 | Phenylalanine metabolism | 11 | 4 | 3,02E-03 |
| 4974 | Protein digestion and absorption | 42 | 8 | 3,03E-03 |
| 5412 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 55 | 9 | 4,96E-03 |
| 4621 | NOD-like receptor signaling pathway | 47 | 8 | 6,23E-03 |
| 5320 | Autoimmune thyroid disease | 14 | 4 | 7,94E-03 |
| 5330 | Allograft rejection | 14 | 4 | 7,94E-03 |
| 5310 | Asthma | 8 | 3 | 9,62E-03 |
| 5410 | Hypertrophic cardiomyopathy (HCM) | 61 | 9 | 9,88E-03 |
| 350 | Tyrosine metabolism | 23 | 5 | 1,04E-02 |
| 5322 | Systemic lupus erythematosus | 74 | 10 | 1,23E-02 |
| 5414 | Dilated cardiomyopathy | 64 | 9 | 1,34E-02 |
| 4062 | Chemokine signaling pathway | 120 | 13 | 2,69E-02 |
| 5219 | Bladder cancer | 39 | 6 | 2,73E-02 |
| 982 | Drug metabolism - cytochrome P450 | 20 | 4 | 2,89E-02 |
| 590 | Arachidonic acid metabolism | 20 | 4 | 2,89E-02 |
| 4670 | Leukocyte transendothelial migration | 85 | 10 | 3,01E-02 |
| 4512 | ECM-receptor interaction | 63 | 8 | 3,36E-02 |
| 4672 | Intestinal immune network for IgA production | 21 | 4 | 3,41E-02 |
| 980 | Metabolism of xenobiotics by cytochrome P450 | 23 | 4 | 4,59E-02 |
| 5160 | Hepatitis C | 104 | 11 | 4,65E-02 |
| 4514 | Cell adhesion molecules (CAMs) | 68 | 8 | 4,97E-02 |

^a^Functional analysis of differentially expressed genes was conducted against KEGG database.

^b^Pathways with *p* < 0.05 are shown.

How the deposited data were processed for this re-analysis (not part of the article)

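RNA from HTR8/SVneo cells, an established human trophoblast line, was sequenced after treatment with *SLIT2* siRNA (3 libraries), *ROBO1* siRNA (3 libraries) or a negative control siRNA (3 libraries). Conditions and replicate numbers were taken from the sample labels and the paper. The genotyping, placental and qRT-PCR measurements of the paper were not analysed here, nor were cells without siRNA.

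The authors deposited 1 table of raw read counts per library, with 26485 genes and their exon lengths. The file headers name featureCounts version 1.5.1 of Subread, the reverse strand option (2), STAR alignments and the iGenomes annotation of UCSC hg38. The processing notes of the submitters name bcl2fastq 2.17, and the version and settings of STAR are not given in the sources used here. No option for multi-mapping or overlapping reads was set, so reads that fit several paralogs or overlapping genes were not counted. The strand option fits the stranded mRNA kit named in the labels, so that antisense genes are counted apart. Every library came from 1 lane, and replicates were not pooled.

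From the counts, edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 computed TMM factors, kept 14605 genes with its expression filter, fitted 1 quasi-likelihood model to all 9 libraries (6 residual degrees of freedom, common biological coefficient of variation 0.0522) and tested *ROBO1* siRNA against the control, *SLIT2* siRNA against the control and *ROBO1* siRNA against *SLIT2* siRNA, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.01 and a fold change of at least 2, the thresholds of the paper's text. CPM (reads of a gene relative to library size) and RPKM use the TMM-scaled library size. Log2 fold changes are those of the edgeR model. Each standard error was derived as the absolute log2 fold change divided by the square root of the test's F statistic. No rows without a gene name were in the files.

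Library totals lay between 30929543 and 39885898 counts, and the silenced targets kept 208 to 372 reads per library, while several *PSG* genes had under 10 reads per control library. On simulated counts with the real means and library sizes, genes changed 4-fold were called in 98.5% of cases in both comparisons with the control, genes changed 2.5-fold in 92.4% (*ROBO1* siRNA) and 88.9% (*SLIT2* siRNA), and 0 unchanged genes were called.

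The genes named in the text were chosen by a rule written before the data were examined: every gene that the paper names for the knockdown experiment, Table 5, S10 Table, S11 Table and the first 3 genes of S12 Table (values in the paper's tables had been seen), the 10 largest rises and falls of each comparison among called genes with a mean CPM of at least 1 over the 9 libraries and no overlap between the groups, up to 4 members of each gene list with the smallest adjusted p in each comparison, and all SLIT and ROBO genes. *SPP1* is outside the rule and was chosen after its values were seen.

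Lists written at the same time, 23 in all, were tested with camera at a preset correlation of 0.01, again with an estimated correlation and with fry, with adjustment over the lists. They are the *PSG* family, proinflammatory cytokines and chemokines, cytokines and cytokine receptors, hematopoietic cell lineage, the hematopoietic genes that the paper names, interferon-stimulated genes, NF-kB targets, complement, antigen presentation, the prostaglandin pathway, SLIT-ROBO signaling, angiogenesis and vasculogenesis, matrix remodelling and invasion, cell cycle and proliferation, cholesterol synthesis, the stress response, p53 targets, and markers of extravillous trophoblasts, syncytiotrophoblasts, cytotrophoblasts, stromal and decidual cells, endothelial cells and leukocytes. They were written from general knowledge, apart from the 14 hematopoietic genes and the *PSG* family, which the study chose on these libraries. The broader hematopoietic list holds all 14 of those genes, and the proinflammatory and cytokine lists hold genes that the paper names as downregulated. In the list of syncytiotrophoblast markers 26 of 27 symbols were in the files.

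Called genes among membrane protein families and immune lists were compared with other genes by two-sided Fisher's exact tests. Single values were compared by two-sided exact permutation tests, which for 3 libraries against 3 cannot go below p = 0.1. The siRNA sequences were matched to the GENCODE 29 transcripts of GRCh38. Matches to guide positions 2 to 8 were counted in the longest annotated 3′ UTR of each tested gene (at least 50 bases), and the log2 fold change was modelled on the match, the length and the GC content of the UTR. The t of the seed was ranked among all heptamers present in 5% to 50% of the UTRs, because genes are not independent replicates. In 5 simulated draws with a planted difference of -0.2 the mean recovered was -0.200. The covariance that independent error of shared control libraries gives came from 20 draws in which all 9 libraries, controls included, were simulated from the control means.

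Alternatives set before the data were examined were RLE factors and upper quartile scaling, DESeq2 1.42.0, limma-voom, limma on log2(RPKM + 0.1), no expression filter, a mean CPM of at least 1, a model of 6 libraries, other thresholds and leaving out each library in turn. Added after the data were seen were a model without negative control replicate 9 and *SLIT2* siRNA replicate 3 and a model with trends over exon length and GC content removed per library. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.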

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

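The comparisons, the list tests and the tests of the siRNA seeds were set before their results were seen. The tests of genes without a seed match, exon length and GC content, different controls, negative control replicate 9, the heptamer GAATATA and the splits were chosen after the results they concern had been seen.

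Genes with a match to the seed of a siRNA were lower after that siRNA than genes without. Genes with a *SLIT2* seed match differed from other genes by a log2 fold change of -0.125 after *SLIT2* knockdown (t = -14.2, with 0 of 11118 other heptamers lower), and genes with a *ROBO1* seed match differed from others by -0.162 after *ROBO1* knockdown (t = -11.0, again with 0 lower). Each seed had little relation to the other knockdown (t = -0.54 for the *SLIT2* seed and 0.74 for the *ROBO1* seed), so seed matches may account for part of the genes that fell. Of the genes called lower, 41.0% after *SLIT2* siRNA and 65.1% after *ROBO1* siRNA hold no match even to guide positions 2 to 7. Among all genes searched, 46.9% hold that shorter *SLIT2* match and 40.9% the *ROBO1* one. After *ROBO1* siRNA the called genes thus held it no more often. Sites outside these UTRs and effects passed on through other genes were not tested, so the shares cannot exclude a seed effect on the rest. Trends over exon length and GC content went with part of the excess of falls after *ROBO1* siRNA, but not with all of it. Once they were removed 473 genes were called lower and 225 higher, against 598 and 194 before (454 and 176 shared). With 1 siRNA per target, effects of the target and other effects of the siRNA stay open.

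Genes moved together in the 2 knockdowns. Error that differs between single control libraries cannot account for all of it. The covariance of differences in log2(CPM + 0.5), a simpler measure than the edgeR fold changes, stayed at 0.0329 or above in 6 pairings of different control libraries (0.0527 with shared controls by the same measure). Without negative control replicate 9 there were still 73 genes called lower in both. Error or an effect common to all control libraries stays in every pairing, so the pairings cannot exclude it. The heptamer GAATATA stood out in 3′ UTRs after *SLIT2* siRNA (t = 9.86, 0 of 11119 heptamers higher) and after *ROBO1* siRNA (t = 5.85), but not between the knockdowns (t = -0.927), so that an effect of the negative control siRNA is a candidate source of some shared rises. Genes called higher in both held it no more often than others (odds ratio 0.905, 95% interval 0.274 to 2.35), and with 36 such genes the interval leaves the question open. A response common to both knockdowns also stays open and was not tested.

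Several genes moved in opposite directions. *IL24* was 3.37 higher on the log2 scale after *ROBO1* than after *SLIT2* siRNA, *CGA* 2.50 higher and *CLCA2*, a chloride channel regulator, at -2.46 (adjusted p = 8.9e-06 or less from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SPP1*, the osteopontin gene, chosen after its values were seen, was 3.29 higher (adjusted p = 7.8e-07 from edgeR), with a mean CPM of 0.650 in the controls. *CGA* and *CLCA2* were low as well, with a mean CPM of 0.787 and 0.846 in the controls.

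Of 38 cell cycle genes, outside those the paper discusses, 31 rose and 2 fell after *SLIT2* siRNA (the same when adjusted over the list alone; camera, adjusted p = 5.09e-11, and 0.310 with an estimated correlation). After *ROBO1* siRNA 34 of 47 interferon-stimulated genes, which the paper does not name as a group, fell.

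Each comparison has 10 splits of its 6 libraries into 3 and 3, too few for a share under 0.05. In each case only the real split (1 of 10) called genes, 835 after *ROBO1* siRNA, 269 after *SLIT2* siRNA and 752 between the knockdowns, and the highest count of the other splits was 0. Every other split mixes libraries of both conditions within a group, which widens the spread, so its count is not a chance level for the calls.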

How the results depend on the processing

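Alternatives were set before the data were examined, apart from the model without the 2 libraries that stand apart and the model with trends over exon length and GC content removed, which were chosen after the data were seen. Of 211 values of counts, silencing, overlap, list calls, membrane families and siRNA seeds under these alternatives 189 stayed the same and 22 moved. Counts of genes and lists were held to a limit of 1.5 times and silencing to an SD. The membrane odds ratios were judged by direction and the side of 0.05 of Fisher's p, and the seed t by sign and rank among heptamers. Of 13288 other values, mostly of single genes, 12924 kept their side of an adjusted p of 0.05, 236 lost it, 127 gained it, and 1 of a gene that had passed turned its direction. Genes that had not passed, such as *PSG1* and *SRGAP3* after *SLIT2* siRNA, were not counted by sign, and some changed it. No paired analysis was possible because the groups share no replicate numbers.

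With an adjusted p of at most 0.01 and no limit on the fold change, 3442 genes were higher and 3472 lower after *ROBO1* siRNA, 2140 and 1966 after *SLIT2* siRNA, and 3188 and 3291 between the knockdowns, because the fold limit removes small changes. With a mean CPM of at least 1, 125 genes were called higher after *ROBO1* siRNA, 79 higher and 86 lower after *SLIT2* siRNA and 133 higher after *ROBO1* than after *SLIT2* siRNA, with fewer genes tested. With limma on log2(RPKM + 0.1), 403 were lower after *ROBO1* siRNA, 79 higher and 87 lower after *SLIT2* siRNA, and 143 higher and 316 lower between the knockdowns; the cause was not tested. Leaving out 1 library at a time gave 140 to 261 genes called higher between the knockdowns, with 140 without *ROBO1* siRNA replicate 6, 167 to 240 higher and 548 to 633 lower after *ROBO1* siRNA, and 109 to 135 higher and 104 to 161 lower after *SLIT2* siRNA. Upper quartile scaling called 173 genes higher and 719 lower after *ROBO1* siRNA (80.6% lower). DESeq2 called 188 and 576 after *ROBO1* and 117 and 114 after *SLIT2* siRNA.

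The number of lists past the camera test was 12 of 23 after *ROBO1* siRNA, 5 after *SLIT2* siRNA and 9 between the knockdowns. It was 4, 1 and 0 with an estimated correlation and 20, 16 and 22 with fry, which does not compare a list with other genes. The calls that held with an estimated correlation were those of the proinflammatory list in both knockdowns and of the hematopoietic, interferon-stimulated and matrix lists after *ROBO1* siRNA.

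Of the named genes 199 passed at an adjusted p of 0.05 after *ROBO1* siRNA and 186 of these passed under every alternative that tested them, 178 and 154 after *SLIT2* siRNA and 181 and 168 between the knockdowns (edgeR and the other tools, Benjamini-Hochberg adjustment). *FDPS*, an enzyme of cholesterol synthesis, was the only named gene that had passed at an adjusted p of 0.05 and turned its direction, from -0.10 to 0.0207 after *ROBO1* siRNA with trends over exon length and GC content removed, and it lost the adjusted p of 0.05 under 11 of 19 alternatives; the cause was not tested. Silencing lay between 74.2% and 76.5% for *SLIT2* and between 72.6% and 75.7% for *ROBO1*. Depth limits *TNF*, *CSF3* and the *PSG* genes other than *PSG4*, which rest on few reads per library.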

Differences from the paper's values

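The paper reports 14 genes upregulated, 12 downregulated and 26 in all after *SLIT2* knockdown, at an adjusted p of at most 0.01 and a fold change of at least 2. At these thresholds the counts here were 133, 136 and 269. None of the alternatives set before the data were examined gave counts within 1.5 times the paper's, and the lowest were 79 higher (limma on log2(RPKM + 0.1), and a mean CPM of at least 1) and 86 lower (a mean CPM of at least 1), 165 in all. The paper's fold change of *PSG5* after *SLIT2* knockdown is -1.01 (Table 5) and the value here was 1.015. The signs are the same with limma-voom, with limma on log2(RPKM + 0.1), without *SLIT2* siRNA replicate 1 or 2 and without negative control replicate 7 or 9, and they differ with RLE factors, upper quartile scaling, no expression filter, DESeq2, a model of 6 libraries and without each other library. The remaining 36 of 40 values that the paper states, among them 216, 610 and 826 genes after *ROBO1* knockdown against 207, 628 and 835 here, did not differ by more than the limits set. For the *ROBO1* counts, a mean CPM of at least 1 (125 higher), limma on log2(RPKM + 0.1) (403 lower, 548 in all) and no limit on the fold change (3442, 3472 and 6914) differ from the paper's by more than 1.5 times. The medians read by eye from Fig 5, about 1.0 and 4.1 RPKM for *SLIT2* and about 1.3 and 5.2 for *ROBO1*, lay within the same limits of those here.

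The paper places *PSG1* among the leading upregulated genes of S12 Table by rank. In that table, which is ordered by adjusted p and fold change, it stands in row 4 of 216, and by fold change it ranked 18 there and 14 of 207 here. The paper states that genes of vessel formation were not affected. Of 49 genes in the list here 9 were called after *ROBO1* and 4 after *SLIT2* knockdown, against 835 and 269 of all 14605 genes tested. The list as a set did not pass against other genes. Camera tests for a shift in 1 direction, so it gives no verdict on genes that went both ways. The mixed form of fry allows both directions, and the list passed it (adjusted p = 1.2e-07 after *ROBO1* and 1.35e-07 after *SLIT2* knockdown). That test makes no comparison with other genes, but it shows that members of the list changed. The paper states that the genes affected by *ROBO1* knockdown were mostly related to infection, inflammation and immune response. The 7 immune lists, which do not cover all such genes, hold 58 of the 835 called genes (6.95%). In S12 Table and S13 Table the adjusted p is below the unadjusted p for 148 and 396 genes, which an FDR adjustment of the same p-values cannot give, and the legends of S10, S11 and S12 Tables name an adjusted p under 0.05 where the text names 0.01.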

Other observations

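The list tests were set before the data were examined, and no other test was run for this part. Genes of the stress response moved apart after *ROBO1* siRNA, with 8 of 22 rising and 9 falling (the same when adjusted over the list alone; camera, adjusted p = 0.210). *PPP1R15A*, which restarts translation after stress, rose from 177 ± 9.52 to 485 ± 12.7 TMM-normalized CPM (SD, n = 3 libraries each), a log2 fold change of 1.45 (standard error 0.051). The transcription factors *DDIT3* and *ATF4* rose by 1.19 (standard error 0.079) and 0.76 (standard error 0.041), while the chaperone *HSPA5* was at -0.42 (standard error 0.041) (highest adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After *SLIT2* siRNA 7 rose and 6 fell (the same over the list alone; camera, adjusted p = 0.987). In the cell cycle list 12 of 38 genes rose and 6 fell after *ROBO1* siRNA (11 and 5 over the list alone; camera, adjusted p = 0.412). After *SLIT2* siRNA the cell cycle transcription factor *E2F2* rose by 0.63 (standard error 0.06), the replication factor *MCM6* by 0.57 (standard error 0.056) and the mitotic kinesin *KIF11* by 0.58 (standard error 0.038), *MCM6* with a *SLIT2* siRNA seed match (highest adjusted p = 3e-06 from edgeR). In the direct comparison 22 of these genes were lower and 5 higher after *ROBO1* than after *SLIT2* siRNA (24 and 5 over the list alone; camera, adjusted p = 0.000159, and 0.269 with an estimated correlation).

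Of 16 genes of the prostaglandin pathway 9 fell and 6 rose after *ROBO1* siRNA and 4 fell and 2 rose after *SLIT2* siRNA (the same over the list alone; camera, adjusted p = 0.278 and 0.333). *PTGES*, the inducible prostaglandin E synthase, was at -1.80 (standard error 0.11) and -1.50 (standard error 0.11), and *OXTR*, the oxytocin receptor, rose by 0.51 (standard error 0.043) after *ROBO1* siRNA and was at -0.08 (standard error 0.044) after *SLIT2* siRNA. Of 23 genes of cholesterol synthesis 14 fell and 5 rose after *ROBO1* siRNA, and 9 rose and 4 fell after *SLIT2* siRNA (the same over the list alone; camera, adjusted p = 0.419 and 0.173). *STARD4*, a sterol carrier, rose by 0.62 (standard error 0.042) and 0.83 (standard error 0.041), and *TM7SF2*, a sterol reductase, was at -1.25 (standard error 0.097) after *ROBO1* siRNA. Adjusted p from edgeR was 2.8e-07 or less after *ROBO1* siRNA and 2.2e-07 or less for *PTGES* and *STARD4* after *SLIT2* siRNA, where *OXTR* did not pass (0.14). After *SLIT2* siRNA 3 of 12 extravillous trophoblast markers rose and 4 fell, 2 of 8 syncytiotrophoblast markers rose and 2 fell, and 2 of 14 cytotrophoblast markers rose and 6 fell (the same over the list alone; camera, adjusted p = 0.626, 0.987 and 0.479). Of the 7 *PSG* genes tested 0 rose and 0 fell after *SLIT2* siRNA (0 and 0 over the list alone), and of the 14 hematopoietic genes that the paper names 3 rose and 7 fell (the same over the list alone; camera, adjusted p = 0.987 and 0.396).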
